# Systems Biology Applied to the Study of Papaya Fruit Ripening: The Influence of Ethylene on Pulp Softening

**DOI:** 10.3390/cells10092339

**Published:** 2021-09-07

**Authors:** Caroline Giacomelli Soares, Samira Bernardino Ramos do Prado, Sónia C. S. Andrade, João Paulo Fabi

**Keywords:** systems biology, papaya pulp softening, ethylene, post-harvest ripening-related modifications, pectinases, cell wall, climacteric fruit, non-climacteric fruit

## Abstract

Papaya is a fleshy fruit that undergoes fast ethylene-induced modifications. The fruit becomes edible, but the fast pulp softening is the main factor that limits the post-harvest period. Papaya fast pulp softening occurs due to cell wall disassembling coordinated by ethylene triggering that massively expresses pectinases. In this work, RNA-seq analysis of ethylene-treated and non-treated papayas enabled a wide transcriptome overview that indicated the role of ethylene during ripening at the gene expression level. Several families of transcription factors (AP2/ERF, NAC, and MADS-box) were differentially expressed. ACO, ACS, and SAM-Mtase genes were upregulated, indicating a high rate of ethylene biosynthesis after ethylene treatment. The correlation among gene expression and physiological data demonstrated ethylene treatment can indeed simulate ripening, and regulation of changes in fruit color, aroma, and flavor could be attributed to the coordinated expression of several related genes. Especially about pulp firmness, the identification of 157 expressed genes related to cell wall metabolism demonstrated that pulp softening is accomplished by a coordinated action of several different cell wall-related enzymes. The mechanism is different from other commercially important fruits, such as strawberry, tomato, kiwifruit, and apple. The observed behavior of this new transcriptomic data confirms ethylene triggering is the main event that elicits fast pulp softening in papayas.

## 1. Introduction

In addition to fruit ripening incrementing sensory and nutritional quality, it also increases fruit susceptibility to physical damage as the pulp and skin soften [1]. The ripening process consists of a series of biochemical transformations favoring the phenotype to attract consumer animals that promote seed dispersion, as well as reaching flavor, odor, texture, color, and nutritional quality suitable for consumption [2,3]. Fleshy fruits are divided into two categories based on how the ripen: climacteric and non-climacteric. It depends on the presence (climacteric) or absence (non-climacteric) of rise in respiration and ethylene production [2]. Ethylene coordinates the ripening process but is also known to regulate gene expression on several stages of fruit development [4,5,6]. The transduction pathway initiates when ethylene binds to a specific receptor, that will initiate the signaling cascade by releasing CTR1 and EIN2 binding, activating several transcription factors (EIN3/EIL1 and ERFs). These transcription factors regulate genes underlying ripening-related traits, such as pulp firmness [2,3,4,5,6]. Ethylene exogenous treatment rapidly increases the transcription of all these genes regulated by this hormone [5,6,7,8]. In this way, an effective methodology to investigate the expression profile during ripening is transcriptomics, which identifies the complete set of a sample’s mRNA content. Deeper knowledge about the genetic control of ripening is limited to a few fruits, such as the model fruit tomato, but several studies have already been conducted with kiwifruit, apple, strawberry, melon, mango, peach, and banana, among others [5,6,9,10,11,12,13,14]. Some tropical fruits of great commercial importance, such as papaya, are still restricted to a superficial knowledge on a global expression profile, with most research focused on the study of the expression of specific enzymes [1,4,15,16].

Papaya (*Carica papaya* L.) is a fleshy fruit and a plentiful source of carotene and vitamins A and C. When ripe, the fruit is usually consumed raw but also used to make jams, candies, juice, and to isolate papain and bioactive polysaccharides [17,18]. However, the market of this fruit is greatly affected by post-harvest losses due to excessive softening of the pulp, which favors microbial attack and mechanical damage. Because papaya is a climacteric fruit, the pulp and peel softening occur relatively quickly, and management techniques are limited in terms of preventing and minimizing damage [8]. Elucidating the structure, functions, and gene expression regulation of the plant cell wall during fruit ripening is essential as commercial interests in postponing the shelf-life storage are crucial to maintaining the sensorial fruit quality [7]. Although papaya has most of its genome sequenced, many studies focused solely on changes in the cell wall that culminate in pulp softening [19,20,21,22]. The transcriptome of papayas treated with ethylene and its inhibitor (1-methylcyclopropene) revealed the main set of genes affected by the lack of ethylene triggering, but several ripening-representative physiological parameters were not analyzed [23]. Therefore, the present study aimed to establish a general panorama of gene expression in a ripening stimulation concept through ethylene-treated papayas based on RNA-seq technology. We integrated our RNA-seq data with four other studies aiming to develop new perspectives on the complex physiological phenomenon of papaya ripening at a transcriptional level, different from some climacteric and non-climacteric fruit models (e.g., tomatoes and strawberries, respectively).

## 2. Materials and Methods

### 2.1. Plant Materials and Experimental Design

Papayas (*Carica papaya* L. cv. “Golden”) at the pre-climacteric stage were acquired from a commercial producer in the municipality of Linhares/ES, Brazil, (19°21′33.9″ S 40°08′15.6″ W) between one and two days after harvest, still with up to one-quarter of yellow peel (about 150 days after anthesis) and were harvested in three consecutive harvesting times (August, September, October 2017). Right after the fruit arrived in the laboratory and following sanitization with chlorine (100 ppm), some were immediately characterized according to Fabi et al. [24] and frozen to compose the 0-h control group. Remaining fruits were separated into two groups: treated and control. Control groups were left to ripen with the parameters described in Fabi et al. [24], and fruit samples were taken after 12 h and 24 h. Treatment with ethylene at 0 h was done according to Fabi et al. [24] by exposing randomly selected fruit to a concentration of 100 ppm (100 μLL^−1^) of ethylene, kept in constant flux for 17 min for gas saturation and 12 h more in a closed system. After 12 h, fruits were removed from the ethylene chamber and exhaustively air-vented for 1 h. Ethylene-treated fruits were frozen (12 h group), and the other set of fruit was left to ripen as the control group for 12 more hours, totaling 24 h after fruits reached the laboratory (group 24 h treated). In all five groups (0 h, 12 h control, 24 h control, 12 h ethylene, and 24 h ethylene), papayas were characterized for ripening parameters and peeled; their seeds were removed, and the pulp was cut into cubes, frozen in liquid nitrogen, and stored at −80 °C (Figure S1). The experiment used three sets of harvested fruit collected at three different times of the year (biological triplicate), and each group was composed of at least five fruits (which were pooled before storage at −80 °C).

### 2.2. Analysis of the Ripening Parameters

The ethylene produced in the head space of a chamber containing one papaya was analyzed through flame ionization gas chromatography (GC-FID) following the methodology described in Fabi et al. [24]. In addition to visual inspection, a colorimeter (CR 410, Konica Minolta, Tokyo, Japan) was used to measure the color of the fruit peel. Following the CIE system, a, b, and L parameters were taken from six spots and then transformed in the hue angle, which was high if the peel was green and low if it was yellow [24]. The peel resistance was measured using a penetration probe of 9 mm diameter at three different spots on the fruit, representing the whole fruit’s thickness. Then, fruits were cut longitudinally, and pulp resistance was measured using a penetration probe of 6 mm diameter at six different spots [24].

### 2.3. Total RNA Extraction

The total RNA of the fruit was isolated using the Concert™ Plant RNA Reagent (Invitrogen^®^, Carlsbad, CA, USA) and purified by treatment with the DNA-free™ kit (Invitrogen^®^, Carlsbad, CA, USA), following the protocol described by the manufacturer. Nucleic acids were quantified spectrophotometrically using the Implen^®^ (Westlake Village, CA, USA) N50 spectrophotometer. Quality was assessed by the absorbance readings at 260 nm/280 nm and 260 nm/230 nm and evaluated through 1% agarose gel electrophoresis. The RNA samples were subjected to second quantity, purity, and quality analyses using the Agilent 2100 Bioanalyzer (Agilent Technologies ©, Santa Clara, CA, USA).

### 2.4. Illumina Sequencing (RNA-Seq)

The cDNA libraries were sequenced at the Center of Functional Genomics, ESALQ-USP (Piracicaba/Brazil). A total of 15 cDNA libraries were prepared using the Illumina TruSeq Stranded mRNA LT Sample Prep Protocol and paired-end sequenced using HiSeq SBS Kit v4 on the HiSeq2500 system (Illumina, San Diego, CA, USA). These libraries were deposited under access number GSE128577 at GenBank. The raw RNA-seq data was initially filtered by SeqyClean version 1.10.09 and checked for quality through FastQC software v. 0.11.8. The alignment of the reads against the papaya reference genome, available at NCBI (Papaya1.0, GCF_000150535.2), was performed by the software STAR v. 2.6.0a to obtain the uniquely aligned reads [19,25,26,27]. The BlastX tool was used to align the extracted transcript sequences to Viridiplantae (txid33090) non-redundant (nr) database.

### 2.5. Differential Expression Analysis

For the statistical analysis of the differentially expressed genes, the DESeq2 package v.1.20.1 from R software v.4.0.3, specific for differential expression analysis, was used [28,29]. The comparisons were completed between all treatments, thus developing a temporal overview of ripening, and verifying the effect of the treatment. Genes with adjusted *p*-values (*p*-adj) ≤ 0.05 were considered differentially expressed. Ethylene-related and cell wall-related genes with *p*-values ≤ 0.05 were considered differentially expressed.

### 2.6. Enrichment Analysis

All genes were annotated and mapped to referent Gene Ontology (GO) terms using the Blast2GO tool v. 5.2.5 [30]. The identified differentially expressed genes with log2FC ≥ |1.5| and adjusted *p*-value ≤ 0.05 were submitted to GO enrichment analysis. Fisher’s exact test was performed in two-tailed mode to detect both over and underrepresented GO terms with a threshold of FDR ≤ 0.005 for the categories biological process, molecular function, and cellular components.

### 2.7. Co-Expression Analyses

We conducted a co-expression analysis that assigned genes to modules that were correlated to physiological data (ethylene, pulp firmness measurements and peel color) and assigned aleatorily different colors for each module. Further construction of a weighted gene correlation network was followed by using the weighted correlation network analysis (WGCNA) v. 1.69 R package [31]. The visualization of the correlation network was built using Cytoscape software v. 3.7.2 [32].

### 2.8. Differential Expression Analysis through Real-Time PCR

The experiments were rigorously performed according to the previous description [22] and using the RNA-seq samples and the ripening samples according to Prado et al. [22]. The genes used were as follows, with primers sequences, GenBank access, and efficiency curves listed in Tables S1–S3: Gene9059–PG1; gene9058–PG2; gene5336–PG3; gene9513–PL1; gene171–PL2; gene14164–AGAL1; gene1360–AGAL3; gene7019–BGAL1; gene2838–BGAL3; gene13517–PME1; gene3087–PME2; and gene15057–PME3.

### 2.9. Statistics

Experimental results are expressed as the mean ± standard deviation (SD) obtained from all fruit of each one of the five groups from the three biological replicates, with *p* < 0.05 representing statistical significance. Data were analyzed using GraphPad Prism 6.0 software (GraphPad Software, San Diego, CA, USA). One-way analysis of variance (ANOVA) with Tukey’s test (to assess differences among all groups) was used as a post hoc test. Differential expression analysis followed the empirical Bayes approach to assign moderated estimation of dispersion and fold change values of pairwise comparison between all samples, while co-expression assay was based on a Pearson correlation [29,31]. Both analyses were performed considering the whole transcriptome of the samples: posteriorly selected genes of interest based on a Blast similarity of *p*-value ≤ 10^−7^. Blast2GO software was used to run an enrichment analysis through Fisher’s exact test with a cutoff of *p*-value ≤ 0.05 [30]. Co-expression correlations greater than 0.05 were considered significant. The network visualization on Cytoscape was designed by an algorithm called Edge-weighted Spring-Embedded Layout, which treats the weight of correlations as an inverse physical force, resulting in smaller edge lengths to higher correlations between nodes [32].

## 3. Results and Discussion

### 3.1. Ethylene Treatment Induced Papaya Ripening

Papayas are climacteric, fleshy fruit characterized by fast pulp softening in the post-harvest period [24]. As expected, ethylene treatment triggered the self-production of endogenous ethylene in the treated group after 12 h and 24 h, while in the control group, similar levels were maintained over time (Figure 1; Figure S2). Texture measures from both whole fruit (external firmness) and fruit pulp (internal firmness) exhibited decay in treated fruits, while no changes were seen in the control group. Significant skin color changes were only detected in one replicate (B). Usually, papayas completely change their peel color after greater ripening time [3]; therefore, due to the short period in which the samplings were completed, significant differences in the papayas’ peel color were not expected. In general, the results obtained were consistent with expectations after treatment with ethylene and simulating the post-harvest phase. Sampling B showed minimal differences in 12 h sample maybe due to variation in growing and harvesting conditions that resulted in an earlier stage of ripening even being at ~150 days after anthesis. Nevertheless, it is still possible to notice the initiation of the ripening process due to increase in ethylene yield and decrease of pulp and peel firmness after 12 h of ethylene post-treatment (sample T24h). These results allow for a description of the maturity profile for the sample, which consisted of fruit of the same origin and at the same time of the year. Furthermore, the results enabled the collection of plant materials corresponding to the three biological replicates for RNA-seq analysis. 

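The deposited expression table held 15 RNA-seq libraries from pulp of "Golden" papaya, 3 for each of 5 groups. C0h, C12h and C24h were control fruit at 0, 12 and 24 h, and T12h and T24h were fruit exposed to ethylene at 100 ppm and sampled at 12 and 24 h. The exposure lasted 12 h, so T24h fruit had been out of the gas for another 12 h. The letters A, B and C mark 3 harvests, from August to October, and each library was a pool of at least 5 peeled fruit without seeds, so a harvest gave 1 library to each group. Stranded paired-end libraries were read on a HiSeq2500, cleaned with SeqyClean and aligned with STAR to the Papaya1.0 assembly, of which the uniquely aligned fragments were kept. The counting tool is not named in the paper's text. The values were counts normalized with DESeq2 size factors by the authors, called normalized counts here. In every library they were whole multiples of a fixed step to within 0.001, from which the reads of 13 libraries were recovered. These came to 12143661, 9421350 and 12542678 reads in C0h A, B and C, to 9680661, 9974577 and 10554311 in C12h, and to 8582383, 7999275 and 9582493 in C24h. T12h A and C held 9760246 and 9870417 reads, and T24h A and C held 10979479 and 10379269. For T12h B and T24h B only the summed normalized counts were used, 11327020 and 11269995. Groups were compared with limma on log2 values after adding 1, over the 15270 genes with a mean of at least 5 normalized counts. A gene was counted as differentially expressed at an adjusted p of at most 0.05 and a log2 fold change above 1.5 in size, the thresholds of Figure 2. For single genes and gene groups, "rose" and "fell" mean an adjusted p of at most 0.05, whatever the size of the change. By that measure, of the 15270 genes 1804 rose and 1860 fell between C0h and T12h (3664 in all). Between C0h and T24h, 1240 rose and 1148 fell (2388 in all). The totals were 3675 between C12h and T12h and 0 between C24h and T24h. Tallies of gene lists are to be read beside these shares. Fold changes give the latter group over the former, with their standard error (SE). The correlation of libraries within groups was no higher for the same harvest (median r = -0.0351, n = 30 pairs across groups) than for different harvests (median r = -0.0187, n = 60).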

The values obtained for all the analyzed parameters indicated the homogeneity of all samples, a fact that confirms the similarity of the stage of ripening of the fruit when harvested and, mainly, unifies the ripening process [24,33].

### 3.2. Changes to Transcriptome Profile during Ripening

Approximately 167.9 million fragments were uniquely mapped against the reference genome (GCF_000150535.2, disposed of 370.5 million base pairs with a size of 372 mega-bases), corresponding to about 86% of the fragments that were kept after the filtering process, while just over 13% were not mapped [19]. Only 1736 of 23,332 genes on the reference genome had no fragment aligned. 

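The expression table listed 20332 genes, of which 1846 had 0 normalized counts in all 15 libraries. Genes above 0 numbered between 16488 in C24h B and 17025 in C12h B. The synthetase of the ethylene precursor S-adenosylmethionine, SAM-2 (LOC110813193), was among the abundant transcripts, with 132000 ± 17300 normalized counts in C0h (SD, n = 3 libraries). Identifiers of the current reference table were found for 17406 of 19817 gene identifiers of the LOC type, and gave a symbol to 3658 of the genes tested. Other genes are named with the gene numbers of Supplementary File 2, of which 2222 of 2224 could be paired with a single gene of the table.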

A BLASTx against the non-redundant data set from NCBI identified 19,316 genes, a second search against the *Arabidopsis thaliana* genome resulted in 18,378 homologous genes. After a manual screening, only 1355 genes remained unidentified. A total 12,150 genes were assigned to 5349 GO terms within the categories of Biological Process (3020), Molecular Function (1695), and Cellular Component (634). Functional pathways with the highest number of genes refer to cellular and metabolic processes, responses to chemical signals and stress, system development in general, binding, catalytic activity, transcription regulation, and intracellular components and organelles (Figure S3).

Pairwise differential expression analysis between all control and treated samples identified 8936 and 8726 significantly up- and downregulated genes, respectively. In a refined perspective, the number of genes with expression of at least 50% of variation in log2FC (log2FC > |1.5|) is represented in Figure 2 (1753 upregulated and 2104 downregulated genes) (Supplementary File 2). 

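After 12 h of ethylene, HEI10 (LOC110812481), which in Arabidopsis encodes a RING finger protein of meiotic recombination, rose from 5.85 ± 7.65 to 499 ± 84.6 normalized counts (SD, n = 3 libraries), a log2 fold change of 6.96 (SE 1.48, adjusted p = 0.00821 from limma). HSFA6B (LOC110815920), a heat shock transcription factor, fell from 256 ± 92.8 to 16.2 ± 8.31 normalized counts (SD, n = 3 libraries), a log2 fold change of -3.93 (SE 0.66, adjusted p = 0.00392 from limma). Among the largest rises between C0h and T12h was that of gene11727 (LOC110816417), which has no symbol and went from 57.6 ± 85.2 to 6190 ± 1900 normalized counts (SD, n = 3 libraries), a log2 fold change of 8.15 (SE 1.94, adjusted p = 0.0119 from limma). Among the largest falls were those of gene5135 (LOC110809031, log2 fold change -4.48, SE 0.78, adjusted p = 0.00433 from limma) and gene16754 (LOC110822076, log2 fold change -4.37, SE 0.59, adjusted p = 0.00271 from limma). In all, 634 genes were higher and 716 were lower in T12h than in C0h. Calls were lost without harvest C for all of them (0.157 to 0.197), without C0h C for gene11727 (0.0665), with edgeR on 13 libraries for gene11727 (0.0777), with adjusted p from limma, edgeR or DESeq2 of 1.34e-06 to 0.197 over all alternatives. The total of 1350 became 731 without C0h B, 452 without C0h C, 833 without T12h C, 842 with a mean of at least 50, and 0 without harvest C with limma, where 3152 genes had an unadjusted p of at most 0.05. More genes were higher than lower with quantile normalization (644 and 580), a pseudocount of 5 (555 and 528) and without harvest B (471 and 429).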

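At 24 h, TBL38 (LOC110822119), of a plant protein family that acetylates cell wall polymers, fell from 1720 ± 1170 to 86.6 ± 41.7 normalized counts (SD, n = 3 libraries), a log2 fold change of -4.03 (SE 0.87, adjusted p = 0.0149 from limma). DELTA-TIP (LOC110810172), an aquaporin of the vacuolar membrane, fell from 47.8 ± 22.9 to 2.34 ± 2.31 normalized counts (SD, n = 3 libraries), a log2 fold change of -4.05 (SE 0.94, adjusted p = 0.0188 from limma). The gene of unknown name gene3307 (LOC110807004) rose from 320 ± 279 to 53800 ± 40400 normalized counts (SD, n = 3 libraries), a log2 fold change of 8.00 (SE 1.92, adjusted p = 0.0198 from limma). Between C0h and T24h, 413 genes were higher and 432 were lower. In the alternatives, calls were lost without C0h B, without C0h C, without T24h A, without harvest A or without harvest C for all of them (0.0517 to 0.167), without harvest B for DELTA-TIP (0.127), with edgeR on 13 libraries for gene3307 and DELTA-TIP (0.0657 to 0.0688), with limma on 13 libraries for DELTA-TIP (0.0559), with adjusted p from limma, edgeR or DESeq2 of 0.000854 to 0.167 over all alternatives. The total of 845 became 264 without C0h B, 112 without T24h A, 542 with a mean of at least 50, 547 with edgeR on 13 libraries, and 0 with limma without C0h C, without harvest A or without harvest C, with 3643, 3313 and 3204 genes at an unadjusted p of at most 0.05. More genes were higher than lower with quantile normalization (378 and 317), a pseudocount of 5 (369 and 317), a mean of at least 50 (303 and 239) and only the 2 groups in the fit (481 and 434), while without T24h A 35 were higher and 77 lower.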

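Between the treated groups, ABCG10 (LOC110808870), a transporter of the ABC family, fell from T12h to T24h, from 65.7 ± 28.8 to 1.55 ± 1.87 normalized counts (SD, n = 3 libraries), a log2 fold change of -4.88 (SE 0.73, adjusted p = 0.00684 from limma). PLP9 (LOC110814795), a patatin-like protein of a family of lipid hydrolases, rose from 107 ± 146 to 2420 ± 599 normalized counts (SD, n = 3 libraries), a log2 fold change of 5.44 (SE 1.11, adjusted p = 0.0181 from limma). The NAC transcription factor gene3001 (LOC110806658) fell from 167 ± 80.4 to 33.9 ± 18.9 normalized counts (SD, n = 3 libraries), a log2 fold change of -2.31 (SE 0.41, adjusted p = 0.012 from limma). PMI2 (LOC110807511), listed with vitamin C synthesis, rose from 6.03 ± 4.53 to 45.4 ± 3.05 normalized counts (SD, n = 3 libraries), and GLB1 (LOC110811485), listed with hypoxia genes, rose from 359 ± 57.9 to 993 ± 275 normalized counts (SD, n = 3 libraries). Their log2 fold changes were 3.02 (SE 0.49, adjusted p = 0.00937 from limma) and 1.44 (SE 0.24, adjusted p = 0.00976 from limma), and both were named after their values were seen. In all, 161 genes were higher and 103 were lower in T24h than in T12h. Significance was lost without harvest B or without harvest C for all of them (0.0767 to 0.173), without T24h B for PLP9, PMI2 and GLB1 (0.0532 to 0.0889), without harvest A for PLP9, gene3001 and GLB1 (0.0513 to 0.0864), without T12h C for PLP9 and gene3001 (0.0546 to 0.0718), without T12h B for PLP9 (0.0916), with edgeR on 13 libraries or with limma on 13 libraries for all of them (0.0642 to 0.343), with DESeq2 on 13 libraries for PLP9 (0.158), with only the 2 groups in the fit for PMI2 (0.0516), with adjusted p from limma, edgeR or DESeq2 of 1.52e-06 to 0.343 over all alternatives. The total of 264 became 50 without T12h B, 69 without T12h C, 472 without T24h A, 24 without T24h B, 134 with only the 2 groups in the fit, 427 with library quality weights, 100 with DESeq2 on 13 libraries, 1 with limma on 13 libraries or without harvest B, and 0 with limma without harvest C (2802 at an unadjusted p of at most 0.05) or with edgeR on 13 libraries (1777).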

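PUM12 (LOC110809562), of a family of RNA-binding proteins that repress their target transcripts, was lower after 12 h of ethylene than in control fruit of the same age. Between C12h and T12h it went from 160 ± 74.2 to 7.32 ± 4.87 normalized counts (SD, n = 3 libraries), a log2 fold change of -4.36 (SE 1.00, adjusted p = 0.0116 from limma). HEI10 went from 5.44 ± 8.74 normalized counts in C12h (SD, n = 3 libraries) to its T12h level, a log2 fold change of 7.32 (SE 1.48, adjusted p = 0.00769 from limma). In all, 602 genes were higher and 777 were lower in T12h than in C12h, and 431 were higher and 543 lower in T24h than in C12h. No gene passed the thresholds with limma between C0h and C12h, where 1070 had an unadjusted p of at most 0.05, between C0h and C24h (958) or between C12h and C24h (549). With edgeR on 13 libraries these counts were 0 too, while DESeq2 on 13 libraries gave 25, 2 and 4 genes, library quality weights gave 28, 176 and 145, and 1 gene passed between C0h and C12h without C12h C. Of these calls, some were lost without harvest A or without harvest C for both (0.0756 to 0.152), without C12h A, without C12h C or without T12h C for PUM12 (0.0518 to 0.0537), with adjusted p from limma, edgeR or DESeq2 of 0.000108 to 0.152 over all alternatives. The total for C12h and T12h was 507 without C12h A, 538 without C12h C, 641 without T12h C, 240 without harvest A, 861 with a mean of at least 50, 849 with edgeR on 13 libraries, and 0 without harvest C (3516 at an unadjusted p of at most 0.05), all others with limma. That of 974 for C12h and T24h was 7 without C12h C, 13 without T24h A, 579 without T24h C, 600 with a mean of at least 50, and 0 without C12h A, harvest A or harvest C, with edgeR and with limma on 13 libraries (3087 to 5181 at an unadjusted p of at most 0.05; DESeq2 1187). With a mean of at least 50, more genes were higher than lower in T12h (434 and 427) and in T24h (334 and 266), as in T24h with quantile normalization (412 and 409) and without C12h B (356 and 341).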

Comparisons between control and treated samples revealed a higher number of DEG, while differences between control samples remained minimal, suggesting that exogenous ethylene enhanced gene transcription.

Differentially expressed genes between control groups are related to anatomical structure development and RNA metabolic processes. Considering the comparisons between control and treated samples, upregulated genes had a positive regulation for programmed cell death, camalexin biosynthetic process (pathogen defense), abscisic acid metabolic process, plant-type cell wall organization with the activity of xyloglucan: xyloglucosyl transferase and UDP-glucosyltransferase, root development, and leaf senescence. In contrast, repressed pathways of upregulated genes were generally involved in translation. 

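Of 13 genes listed for senescence and cell death, 4 rose and 1 fell between C0h and T12h (5 when adjusted over the list alone). SAG29 (LOC110810803), a sugar transporter gene of senescing leaves, rose from 244 ± 77.3 to 1350 ± 152 normalized counts (SD, n = 3 libraries), a log2 fold change of 2.49 (SE 0.67, adjusted p = 0.0188 from limma). SAG101 (LOC110820284, log2 fold change 1.34, SE 0.22, adjusted p = 0.00392 from limma), which encodes a lipase-like protein of senescence and defence, rose too. LSD1 (LOC110816376, log2 fold change 0.57, SE 0.19, adjusted p = 0.0471 from limma) and DND1 (LOC110820129, log2 fold change 0.79, SE 0.26, adjusted p = 0.0404 from limma), which regulate cell death in the response to pathogens, rose. BETA-VPE (LOC110817536), a vacuolar processing protease, fell from 940 ± 421 to 172 ± 11.7 normalized counts (SD, n = 3 libraries), a log2 fold change of -2.33 (SE 0.53, adjusted p = 0.0103 from limma). The list as a whole did not pass the camera test (adjusted p = 0.181 with limma). At 24 h, 6 of its genes were higher and 1 was lower than in C0h, and the list had an adjusted p of 0.0802 with limma, which became 0.034 without C24h B and 0.707 with an estimated correlation. Of 3 listed genes of abscisic acid metabolism none passed in T12h with limma (1 at an unadjusted p), and 1 with edgeR and 1 with DESeq2 on 13 libraries. Of 4 receptors of the hormone, RCAR3 (LOC110823099) fell (log2 fold change -0.72, SE 0.18, adjusted p = 0.0133 from limma) in T12h, while in T24h RCAR3 and PYL7 were higher than in C0h and none was lower, with limma (2 with DESeq2 and 0 with edgeR on 13 libraries). All genes of these lists were named after their values were seen. The alternatives below are for the named T12h calls, since the T24h calls of RCAR3 and PYL7 were not followed gene by gene. The listed calls ended without harvest C for all of them (0.157 to 0.294), without C0h B for SAG29, LSD1, DND1 and RCAR3 (0.0507 to 0.136), without C0h C for SAG29, LSD1, DND1 and BETA-VPE (0.0579 to 0.176), without T12h B or without T12h C for SAG29, LSD1 and DND1 (0.0541 to 0.118), without harvest B for LSD1, DND1 and RCAR3 (0.0873 to 0.161), without T12h A for LSD1 and DND1 (0.0968 to 0.121), without harvest A for LSD1 and RCAR3 (0.0714 to 0.19), without C0h A for LSD1 (0.0537), as adjusted p from limma. Among the other settings, losses came with edgeR on 13 libraries for SAG29, LSD1 and DND1 (0.0504 to 0.133), with quantile normalization, with DESeq2 on 13 libraries or with limma on 13 libraries for LSD1 and DND1 (0.0782 to 0.289), without a filter on low values for LSD1 (0.0524), and adjusted p over all alternatives was 2.99e-05 to 0.294 with limma, edgeR or DESeq2.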

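Of 36 listed genes of intracellular protein transport, which serve vesicle tethering, fusion and sorting, 12 rose and 2 fell in T12h against C0h (21 when adjusted over the list alone), with a median log2 fold change of 0.53. The list lay above the other genes in the camera test (adjusted p = 5.27e-05 from limma), a call lost at an adjusted p = 0.707 with an estimated correlation. SYP61 (LOC110822073), a syntaxin of the trans-Golgi network, rose from 299 ± 39.7 to 737 ± 55 normalized counts (SD, n = 3 libraries), a log2 fold change of 1.30 (SE 0.22, adjusted p = 0.00402 from limma). VAMP724 (LOC110808537), a vesicle fusion protein, fell from 142 ± 39.1 to 43.1 ± 5.57 normalized counts (SD, n = 3 libraries), a log2 fold change of -1.67 (SE 0.40, adjusted p = 0.0118 from limma). VPS9A (LOC110816458), an activator of endosomal Rab proteins, fell (log2 fold change -0.78, SE 0.22, adjusted p = 0.0237 from limma). In T24h against C0h, 11 rose and 1 fell (15 when adjusted over the list alone, adjusted p = 3.21e-05 from limma in the camera test, also lost at 0.707 with an estimated correlation). Between C24h and T24h 0 passed with limma (16 at an unadjusted p of at most 0.05, 0 with edgeR and DESeq2 on 13 libraries), while the list passed the camera test of limma (adjusted p = 3.21e-05). Between C12h and T12h, 15 rose and 2 fell, and the list passed too (adjusted p = 1.09e-05 from limma). With an estimated correlation these camera calls were lost at 0.707. Between C0h and T24h, SEC10 (LOC110807074), of the exocyst complex that tethers vesicles to the plasma membrane, rose from 1230 ± 178 to 3120 ± 433 normalized counts (SD, n = 3 libraries), a log2 fold change of 1.34 (SE 0.30, adjusted p = 0.0164 from limma), and VAMP724 fell (log2 fold change -1.36, SE 0.40, adjusted p = 0.0358 from limma). Of 6 cytosolic ribosomal protein genes, 8 of plastid ribosomes and 8 translation initiation factors, none passed with limma in T12h against C0h, where 1, 2 and 0 had an unadjusted p of at most 0.05, nor with edgeR or DESeq2 on 13 libraries. Their lists had adjusted p-values of 0.599, 0.201 and 0.319 in the camera test of limma. In T24h against C0h, 1 of the 8 plastid ribosome genes, RPL21C, fell with limma (3 when adjusted over the list alone, 5 lower at an unadjusted p of at most 0.05, 0 with edgeR and DESeq2), and in T12h against C12h PSRP6 fell and the initiation factor EIFISO4G1 rose. All genes of this paragraph were named after their values were seen. RPL21C, PSRP6 and EIFISO4G1 were not followed gene by gene, so the alternatives below are for the named transport genes. Adjusted p rose above 0.05 without harvest C for all of them (0.0835 to 0.179), without C0h B or without C0h C for VAMP724, VPS9A, SEC10 at 24 h and VAMP724 at 24 h (0.0517 to 0.128), without harvest A for VPS9A, SEC10 at 24 h and VAMP724 at 24 h (0.122 to 0.192), without T24h A for SEC10 at 24 h and VAMP724 at 24 h (0.0652 to 0.135), without T12h A, without T12h B or without harvest B for VPS9A (0.0608 to 0.0823), without T24h C for VAMP724 at 24 h (0.0535), as adjusted p from limma. Besides, calls ended with edgeR on 13 libraries for VPS9A, SEC10 at 24 h and VAMP724 at 24 h (0.0505 to 0.0649), with limma on 13 libraries for VPS9A and VAMP724 at 24 h (0.0603 to 0.0636), and adjusted p over all alternatives was 9.83e-05 to 0.192 with limma, edgeR or DESeq2.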

Ethylene-treated samples’ expression underwent downregulation in genes enriched to negative regulation of cell growth, inflorescence morphogenesis, and external stimulus, while translation and intracellular protein transport decreased.

### 3.3. Correlation among Expression and Phenotypic Data

After clustering the samples through gene expression and phenotypic data, control and treated samples were separated into two main clades (I and II, Figure 3a), demonstrating that exogenous-ethylene treatment resulted in large, plain modifications in the gene expression profile. 

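The control and treated libraries fell into 2 clades by Euclidean distance and average linkage on the log2 values of 15270 genes. Of the 15 libraries, 14 sat with their own kind, and C24h B sat with the treated ones. The same 14 did so under each alternative distance, linkage, gene set and scaling tried. Over all groups, 512 genes were higher and 468 lower in the treated than in the control libraries with limma. The total of 980 became 217 without harvest A, 1510 without harvest B, 561 with a mean of at least 50, and 0 with limma without harvest C, where 4391 genes had an unadjusted p of at most 0.05. Which direction had more genes depended on the setting, with 406 higher and 258 lower with a pseudocount of 5 and 515 and 359 with quantile normalization, but 519 and 663 with edgeR and 481 and 662 with DESeq2 on 13 libraries, and 78 and 139 without harvest A. From the separation of the clades in Figure 3a, the paper concludes that exogenous ethylene changed gene expression widely.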

Sample C24h from sampling B was an exception probably due to the slightly increased level of ethylene yield of this sampling, which might have led to stimulate the transcription of genes similarly to ethylene-treated samples. This exception can also be found in PCA analysis of transcripts (Figure S4), which resulted in low levels of differentially expressed genes between C24h vs. T24h (Figure 2). 

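Some genes that rose with ethylene were higher in C24h B than in the other C24h libraries. The polygalacturonase gene2536 (LOC110826274) had 50350 normalized counts in C24h B, against 2018 in C24h A and 673 in C24h C. Another polygalacturonase, gene5336 (LOC110809302), had 75.5 normalized counts there and 5.24 and 2.60 in C24h A and C. IRX3 (LOC110815766), a cellulose synthase subunit of secondary cell walls, had 4228 against 151 and 52.9, and HEI10 had 110 against 4.20 and 5.21 (normalized counts in C24h B, A and C). ECI1, of fatty acid breakdown, was not among them, with 119 normalized counts in C24h B against 102 and 175, where the means were 1310 in T12h and 183 in T24h. It was named after its values were seen. PUM12, lower in T12h than in C12h, had 7.54 normalized counts in C24h B against 106 and 250. On an axis over all genes tested that runs from 0 at the mean of the controls other than C24h B to 1 at the mean of the treated libraries, each library being left out of the means that place it, C24h B lay at 0.966. The other 8 control libraries lay between -0.186 and 0.38 (SD 0.214), and the 6 treated ones between 0.589 in T24h B and 1.12.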

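The first principal component of the log2 values held 51.2% of their variance, the next 14.0% and the one after it 7.2%. C24h B stood at 59.3 on the first, where the other controls had negative scores and the treated libraries 23.5 to 77.2. Between C24h and T24h no gene passed the thresholds with limma, and 2843 had an unadjusted p of at most 0.05. The polygalacturonase gene2536 had 17700 ± 28300 normalized counts in C24h and 55600 ± 42200 in T24h (SD, n = 3 libraries), a log2 fold change of 3.44 (SE 1.50, adjusted p = 0.248 from limma, 0.00971 to 0.829 over its alternatives). HEI10 had 39.9 ± 60.9 and 190 ± 235 (SD, n = 3), a log2 fold change of 2.36 (SE 1.48, adjusted p = 0.39 from limma, 0.0195 to 0.971 over its alternatives). SSI2 (LOC110821335), a plastid desaturase of fatty acids, had 3130 ± 2270 and 7690 ± 2400 (SD, n = 3), a log2 fold change of 1.49 (SE 0.38, adjusted p = 0.182 from limma, 0.000569 to 0.829 over its alternatives). Between C24h and T12h, 205 genes were higher and 362 lower, and ABCG10 rose (log2 fold change 4.89, SE 0.73, adjusted p = 0.00633 from limma). The polygalacturonase gene9649 (LOC110814146) fell (log2 fold change -3.23, SE 0.70, adjusted p = 0.0173 from limma), as did the β-galactosidase BGAL5 (LOC110810818, log2 fold change -2.14, SE 0.49, adjusted p = 0.0207 from limma), both named for this comparison after their values were seen. The count for C24h and T24h was 1158 with limma without C24h B, 1129 without harvest B, 1 without T24h C, 1093 with library quality weights, 100 with DESeq2 and 0 with edgeR on 13 libraries. That for C24h and T12h was 1527 without C24h B, 182 without C24h A, 183 without C24h C, 169 without T12h B and 131 without T12h C. It was 147, 1191 and 0 without harvests A, B and C (2246 at an unadjusted p of at most 0.05 in the last), 364 with a mean of at least 50, 1604 with library quality weights, 203 with only the 2 groups, and 55 with edgeR and 200 with limma on 13 libraries. Some calls did not hold without harvest A or without harvest C for all of them (0.0553 to 0.278), without T12h B, without C24h A or without C24h C for gene9649 and BGAL5 (0.0531 to 0.0786), without T12h C for gene9649 (0.0761), with edgeR on 13 libraries, with limma on 13 libraries or with only the 2 groups in the fit for gene9649 and BGAL5 (0.0507 to 0.0911), with adjusted p from limma, edgeR or DESeq2 of 8.5e-06 to 0.278 over all alternatives.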

An ethylene production rate increase is evident in the treated groups, while external and internal firmness displayed the opposite behavior. Peel color became slightly light, even though changes were minimal, probably because peel color is not uniform, and the plotted value is the mean of hue angles of several points of the fruit [24].

Modular analysis by expression profile correlation identified 29 modules with 40 (dark olive green) to 7649 (brown) members. Colors were automatically assigned to modules for representational purposes only and they do not imply any correlation between similar colors. Further correlation among modules and phenotypic parameters are represented by red if positive correlated, and green if inverse correlated in a heatmap that followed the phenotypic heatmap (Figure 3a) pattern: modules with a high correlation to ethylene yield are inversely correlated to other phenotypes (Figure 3b). In each cell, the value of the correlation between the respective module and phenotype parameter and its *p*-value is shown. Significant positive correlations (*p*-value ≤ 0.05) were detected in modules brown, orange, black, midnight blue, and light green to ethylene yield, as well as negative correlations to the other three parameters (except light green). This opposite correlation pattern suggests that, in addition to the ethylene-related genes, members of these modules are also involved in ripening processes, such as cell wall degradation and carotenoid synthesis.

Enriched pathways of genes in the black module are associated with processes of uracil catabolism and lipid and fatty acid metabolism. The activity of cellular differentiation and development and plant-type cell wall organization or biogenesis were repressed. Midnight blue members are assigned to high involvement in antioxidant activity, like vitamin E and fat-soluble vitamin biosynthetic process. Light green genes positively participate in the primary metabolic process and are negative in transcription. Orange and brown modules had no significantly enriched pathways. Genes and functional pathways of the primary metabolism with positive regulation, such as fatty acid and lipid metabolism, suggest increased activity related to the ripening process with a consequent increase in energy consumption of the fruit [34]. 

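Of 11 listed genes of plastid fatty acid synthesis, 8 rose and none fell between C0h and T24h (8 when adjusted over the list alone), with a median log2 fold change of 1.40. The desaturase SSI2 rose from 2030 ± 326 to 7690 ± 2400 normalized counts (SD, n = 3 libraries), a log2 fold change of 1.89 (SE 0.38, adjusted p = 0.0119 from limma). CAC2 (LOC110809829, log2 fold change 1.57, SE 0.30, adjusted p = 0.0116 from limma) and BCCP2 (LOC110820150, log2 fold change 2.70, SE 0.83, adjusted p = 0.0428 from limma), of the acetyl-CoA carboxylase that makes the building block of fatty acids, rose. MOD1 (LOC110807389), an enoyl reductase of the same pathway, rose (log2 fold change 1.65, SE 0.32, adjusted p = 0.0116 from limma). The camera test of limma gave the list an adjusted p of 2.15e-05 for T24h against C0h and 9.03e-06 for T24h against C24h, where 7 genes passed when adjusted over the list alone and 0 over all genes with limma (8 at an unadjusted p), edgeR or DESeq2. These calls were lost at an adjusted p = 0.707 with an estimated correlation. In C12h and T12h the list had an adjusted p of 0.111 with limma, and 0.032 without C24h B. Of 8 genes of fatty acid β-oxidation in peroxisomes 3 rose at 24 h, namely ACX2 (LOC110818931, log2 fold change 1.77, SE 0.51, adjusted p = 0.0346 from limma), MFP2 (LOC110819879, log2 fold change 0.94, SE 0.27, adjusted p = 0.0346 from limma) and LACS7 (LOC110815477, log2 fold change 0.61, SE 0.18, adjusted p = 0.036 from limma). Of 3 genes of uracil catabolism, PYD2 (LOC110817036) fell (log2 fold change -1.57, SE 0.28, adjusted p = 0.0105 from limma). Of 12 markers of peel epidermis, which serve wax and cutin made from fatty acids, LTPG1 (LOC110816650) and LACS2 (LOC110813779) were higher in T24h than in C0h and none was lower with limma (5 and 2 at an unadjusted p of at most 0.05; median log2 fold change 0.649). The genes above were named after their values were seen. The alternatives below are for all of them but LTPG1 and LACS2, whose T24h calls were not followed. Calls were lost without C0h C, without harvest A or without harvest C for all of them (0.0585 to 0.232), without T24h A for SSI2, CAC2, MOD1, BCCP2, ACX2, MFP2 and LACS7 (0.0544 to 0.116), without C0h B or without T24h C for BCCP2, ACX2, MFP2 and LACS7 (0.0608 to 0.124), without T24h B for BCCP2, MFP2 and LACS7 (0.0565 to 0.0736), without harvest B for BCCP2 and LACS7 (0.0939 to 0.135), without C0h A for MFP2 (0.0648), as adjusted p from limma. The other losses came with edgeR on 13 libraries or with limma on 13 libraries for BCCP2, ACX2, MFP2 and LACS7 (0.0503 to 0.101), with DESeq2 on 13 libraries for BCCP2, MFP2 and LACS7 (0.0509 to 0.0827), with quantile normalization for BCCP2 and MFP2 (0.0517 to 0.146), with a pseudocount of 0.5 for BCCP2 (0.0568), with only the 2 groups in the fit for LACS7 (0.068), and adjusted p over all alternatives was 0.000297 to 0.232 with limma, edgeR or DESeq2.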

Lipid content is also associated with carotenoid level, thus the negative correlation of the black module with color measurements indicates an increase in major carotenoids and a decrease of total chlorophyll in yellow-peel fruit [35]. A negative correlation between the black module and firmness, together with the repression of plant cell wall organization and biogenesis, endorses the disassembling of the plant cell wall during ripening [22].

Carotenoid-accumulation is the major factor in color changing in papaya fruit, and it acts as an antioxidant. It was demonstrated that the amount of carotenoid-accumulation is highly and positively associated with ethylene levels, while its synthesis is related to lipid, fatty acids, and pyruvate metabolism, as well as lycopene biosynthetic process [36]. 

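Of 11 listed genes of carotenoid synthesis, 4 fell and 1 rose after 12 h of ethylene against C0h (5 when adjusted over the list alone). LYC (LOC110822614), named as the lycopene cyclase that leads to cyclic carotenoids, fell from 225 ± 60.7 to 76.8 ± 4.95 normalized counts (SD, n = 3 libraries), a log2 fold change of -1.51 (SE 0.33, adjusted p = 0.00888 from limma). LUT1 (LOC110822860), a carotene hydroxylase of lutein synthesis, fell (log2 fold change -1.28, SE 0.27, adjusted p = 0.00779 from limma), and CRTISO (LOC110806395), the isomerase that yields all-trans lycopene, fell (log2 fold change -1.23, SE 0.28, adjusted p = 0.0106 from limma). ABA4 (LOC110826089), needed for neoxanthin, fell (log2 fold change -0.79, SE 0.27, adjusted p = 0.0482 from limma). NPQ1 (LOC110814926), violaxanthin de-epoxidase, rose (log2 fold change 0.81, SE 0.27, adjusted p = 0.0422 from limma). PSY (LOC110824636), phytoene synthase at the entry of the pathway, had 867 ± 36.6 normalized counts in C0h and 774 ± 199 in T12h (SD, n = 3 libraries), a log2 fold change of -0.20 (SE 0.23, adjusted p = 0.551 from limma, 0.168 to 0.981 over its alternatives). The list did not pass the camera test (adjusted p = 0.361 from limma). Against C12h, fruit of the same age, 1 gene of the list rose and 1 fell in T12h. The median log2 fold change was 0.171 there, against -0.197 from C0h. Between C24h and T24h none passed with limma, while 5 were higher and none lower at an unadjusted p of at most 0.05. At 24 h CRTISO was lower than in C0h (log2 fold change -1.03, SE 0.28, adjusted p = 0.0293 from limma). At an unadjusted p of at most 0.05, 3 genes of the list were higher and 2 lower in T24h, and 4 passed over the list alone. The genes were named after their values were seen. In the alternatives, calls were lost without harvest C for all of them (0.161 to 0.282), without C0h C for LYC, CRTISO, ABA4, NPQ1 and CRTISO at 24 h (0.0531 to 0.133), without harvest B for CRTISO, NPQ1 and CRTISO at 24 h (0.0744 to 0.0957), without C0h B or without harvest A for ABA4, NPQ1 and CRTISO at 24 h (0.0906 to 0.214), without C0h A, without T12h A, without T12h B or without T12h C for ABA4 and NPQ1 (0.057 to 0.153), without T24h A or without T24h C for CRTISO at 24 h (0.0713 to 0.0867), as adjusted p from limma. With other choices, calls ended with edgeR on 13 libraries or with limma on 13 libraries for ABA4, NPQ1 and CRTISO at 24 h (0.0553 to 0.11), with quantile normalization or with DESeq2 on 13 libraries for NPQ1 (0.0675 to 0.0786), without a filter on low values or with the harvest as a block for ABA4 (0.0547 to 0.0625), and adjusted p over all alternatives was 0.000311 to 0.282 with limma, edgeR or DESeq2.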

In our experiment, ethylene-treated samples exhibited an enhancement of pulp color and the over expression of many carotenoid-related genes, with functional pathways that were enriched. In addition, there were two carotenoid-related genes acting as hub genes in the black module.

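ADH1 (LOC110815235), an alcohol dehydrogenase that makes ethanol in fermentation, fell from 310 ± 164 to 48.8 ± 29.4 normalized counts (SD, n = 3 libraries) between C0h and T24h, a log2 fold change of -2.62 (SE 0.61, adjusted p = 0.0188 from limma). Of the 4 listed genes of hypoxia and fermentation, GLB1 rose in the same comparison from 345 ± 27.6 to 993 ± 275 normalized counts (SD, n = 3 libraries), a log2 fold change of 1.48 (SE 0.24, adjusted p = 0.0105 from limma). The rest did not pass over all genes, and 3 passed when adjusted over the list alone. Both were named after their values were seen. Significance was lost without C0h C, without harvest A or without harvest C for both (0.0585 to 0.154), without C0h B, without T24h A or without harvest B for ADH1 (0.0514 to 0.0785), as adjusted p from limma. More calls were lost with edgeR on 13 libraries or with limma on 13 libraries for ADH1 (0.0505 to 0.0616), and adjusted p over all alternatives was 0.00031 to 0.154 with limma, edgeR or DESeq2.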

Aroma enhancement is significantly represented by the enrichment of alcohol dehydrogenase and linalool synthase activity, which is the main volatile compound of papaya and is directly induced by ethylene [37]. In our experiment, although papaya is popular for its sweet taste, the sucrose metabolic process was suppressed in treated samples while many functional pathways of sucrose and glucose were enriched for downregulated genes. 

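SPS2F (LOC110806438), a sucrose phosphate synthase of sucrose formation, fell from 253 ± 65.1 to 112 ± 36.5 normalized counts (SD, n = 3 libraries) between C0h and T24h, a log2 fold change of -1.19 (SE 0.27, adjusted p = 0.0175 from limma). A/N-INVC (LOC110821353), a neutral invertase that splits sucrose, rose from 1230 ± 152 to 2310 ± 907 normalized counts (SD, n = 3 libraries), a log2 fold change of 0.85 (SE 0.22, adjusted p = 0.0254 from limma). Of 11 listed genes of sucrose metabolism, 2 rose and 1 fell at 24 h (3 when adjusted over the list alone), and SUS2 (LOC110815045) was the other that rose. The camera test of limma gave an adjusted p of 0.557 for the list. The genes were named after their values were seen. Of these calls, some were lost without C0h B, without C0h C, without T24h A, without harvest A or without harvest C for both (0.0675 to 0.169), without harvest B for A/N-INVC (0.0996), as adjusted p from limma. Among the other settings, losses came with quantile normalization or with only the 2 groups in the fit for A/N-INVC (0.0695 to 0.156), and adjusted p over all alternatives was 0.00121 to 0.169 with limma, edgeR or DESeq2.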

Still, there were a few upregulated genes encoding sucrose synthase as described in Gomez et al. [38]. 

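SUS2 and SUS4 (LOC110812012) encode sucrose synthases, which split sucrose into fructose and UDP-glucose. SUS4 rose between C0h and T12h, with a log2 fold change of 1.38 (SE 0.39, adjusted p = 0.0247 from limma). SUS2 rose from 3.63 ± 2.72 to 17.2 ± 7.47 normalized counts (SD, n = 3 libraries), a log2 fold change of 2.13 (SE 0.72, adjusted p = 0.046 from limma), and in T24h to 45.6 ± 14.1 (SD, n = 3 libraries), a log2 fold change of 3.51 (SE 0.72, adjusted p = 0.0126 from limma) against C0h. The invertase A/N-INVC was higher in T12h too (log2 fold change 1.43, SE 0.22, adjusted p = 0.0035 from limma). These were the 3 genes of the sucrose list that rose in T12h, none fell, and 4 passed when adjusted over the list alone, all named after their values were seen. The listed calls ended without harvest C for all of them (0.0605 to 0.231), without C0h C or without harvest A for SUS2, SUS4 and SUS2 at 24 h (0.0685 to 0.202), without C0h B, without T12h A or without T12h B for SUS2 and SUS4 (0.0643 to 0.0933), without T12h C or without harvest B for SUS2 (0.107 to 0.143), without T24h A for SUS2 at 24 h (0.0577), as adjusted p from limma. Besides, calls ended with edgeR on 13 libraries or with limma on 13 libraries for SUS2 and SUS4 (0.0681 to 0.107), without a filter on low values or with DESeq2 on 13 libraries for SUS2 (0.0517 to 0.059), and adjusted p over all alternatives was 1.02e-05 to 0.231 with limma, edgeR or DESeq2.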

Despite total soluble sugar content not changing much after harvesting, sucrose synthase maintains its activity by consuming carbon from the degalactosylation of cell wall polysaccharides. Another factor that makes papaya a highly consumed fruit is its antioxidant and nutrient properties. Although the maturity of papaya leads to a decrease in flavonoids and phenolic content, our data show that related genes and functional pathways induced in the treated 12 h sample were detected [39]. 

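PAL3 (LOC110807260), a phenylalanine ammonia-lyase at the entry of phenylpropanoid synthesis, rose from 0.848 ± 0.777 to 22.3 ± 12.7 normalized counts (SD, n = 3 libraries) between C0h and T12h, a log2 fold change of 3.63 (SE 1.10, adjusted p = 0.0315 from limma). CYP98A3 (LOC110811301), a hydroxylase of the lignin and phenolic ester branch, rose from 902 ± 76.9 to 1620 ± 235 normalized counts (SD, n = 3 libraries), a log2 fold change of 0.83 (SE 0.20, adjusted p = 0.0125 from limma). Of 10 listed genes of flavonoid and phenylpropanoid synthesis these 2 rose and none fell (3 when adjusted over the list alone), and they were named after their values were seen. The list had an adjusted p of 0.527 in the camera test of limma. Its median log2 fold change was 0.374 against C0h but -0.791 between C12h and T12h, where CYP98A3 was higher, none was lower and none passed over the list alone. PAL3 had a log2 fold change of -2.16 there (SE 1.10, adjusted p = 0.157 from limma), so its rise was not seen against fruit of the same age. The alternatives below are for PAL3 and CYP98A3 against C0h. Adjusted p rose above 0.05 without C0h C, without T12h C, without harvest A or without harvest C for both (0.0508 to 0.219), without C0h B, without T12h A, without T12h B or without harvest B for PAL3 (0.0621 to 0.0994), as adjusted p from limma. Further losses came with a pseudocount of 5, with edgeR on 13 libraries or with limma on 13 libraries for PAL3 (0.102 to 0.181), and adjusted p over all alternatives was 0.000687 to 0.219 with limma, edgeR or DESeq2.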

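GME (LOC110809701), the GDP-mannose epimerase on the route to vitamin C, rose from 655 ± 91.4 to 1550 ± 280 normalized counts (SD, n = 3 libraries) between C0h and T12h, a log2 fold change of 1.24 (SE 0.26, adjusted p = 0.00821 from limma). MDAR4 (LOC110807062), which regenerates ascorbate, rose (log2 fold change 1.02, SE 0.21, adjusted p = 0.00775 from limma), and PMI2 fell (log2 fold change -2.60, SE 0.49, adjusted p = 0.00534 from limma). These were the 3 of 10 listed vitamin C genes that passed, beside 3664 of all 15270 genes, and 4 did when adjusted over the list alone. HPT1 (LOC110811069), the prenyltransferase that commits homogentisate to vitamin E, fell from 3390 ± 447 to 1540 ± 973 normalized counts (SD, n = 3 libraries), a log2 fold change of -1.31 (SE 0.38, adjusted p = 0.0256 from limma), the 1 of 4 listed vitamin E genes that passed. At 24 h HPT1 was again lower than in C0h (log2 fold change -1.35, SE 0.38, adjusted p = 0.0311 from limma), while G-TMT (LOC110815941), the methyltransferase that makes α-tocopherol, rose from 271 ± 14 to 967 ± 418 normalized counts (SD, n = 3 libraries), a log2 fold change of 1.72 (SE 0.43, adjusted p = 0.0219 from limma). All 4 vitamin E genes passed at 24 h when adjusted over the list alone. The genes were named after their values were seen. Some calls did not hold without harvest C for all of them (0.0835 to 0.231), without harvest A for MDAR4, HPT1, HPT1 at 24 h and G-TMT at 24 h (0.0507 to 0.241), without C0h B or without C0h C for HPT1, HPT1 at 24 h and G-TMT at 24 h (0.0658 to 0.117), without T24h A or without T24h B for HPT1 at 24 h and G-TMT at 24 h (0.0541 to 0.125), without harvest B for HPT1 at 24 h (0.0617), without T12h A or without T12h C for HPT1 (0.081 to 0.105), as adjusted p from limma. The other losses came with edgeR on 13 libraries for HPT1 at 24 h (0.0608), and adjusted p over all alternatives was 3.2e-05 to 0.241 with limma, edgeR or DESeq2.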

We have showed that gene-related vitamins A, C, and E also had their pathways enriched and were previously related to increases during ripening [8].

### 3.4. Ethylene-Related Genes and Transcription Factors

Transcription factors related to ethylene response were abundant and presented strongly different levels of expression (all differentially expressed transcription factors are depicted in Figure 4 and Table S4). 

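The ACC oxidase gene19882 (LOC110825518), of the last step of ethylene synthesis, rose from 0.916 ± 1.03 to 20.1 ± 11.2 normalized counts (SD, n = 3 libraries) between C0h and T12h, a log2 fold change of 3.43 (SE 0.83, adjusted p = 0.0131 from limma). Of the other ACC oxidases of Figure 4 that could be paired with the expression table, gene19881 (LOC110825516) had a log2 fold change of 1.01 (SE 0.57, adjusted p = 0.202 from limma, 0.0442 to 0.582 over its alternatives), and gene11209 (LOC110815808) had a log2 fold change of 1.15 (SE 0.60, adjusted p = 0.167 from limma, 0.00741 to 0.404 over its alternatives). ACS10 (LOC110817493), named as an ACC synthase, rose from 21.8 ± 3.83 to 67.4 ± 30.8 normalized counts (SD, n = 3 libraries), a log2 fold change of 1.51 (SE 0.42, adjusted p = 0.0234 from limma). Whether its product has that activity was not tested, so its rise need not mean more ethylene synthesis. SAM-2 reached 202000 ± 15300 normalized counts in T12h (SD, n = 3 libraries), a log2 fold change of 0.62 (SE 0.42, adjusted p = 0.282 from limma, 0.0697 to 0.591 over its alternatives) against C0h. SAM-2 and the listed genes make S-adenosylmethionine and are not the methyltransferases of Figure 4, so they do not test the paper's statement on those. In T24h against C0h, 2 of the 3 listed genes of S-adenosylmethionine synthesis passed over the list alone and 2 with DESeq2. With limma over all genes and with edgeR, 0 did so. In T12h none of the 3 passed, nor did the ACC synthase gene listed by symbol, with limma (2 and 0 at an unadjusted p of at most 0.05), edgeR or DESeq2. Calls were lost without C0h C, without T12h C, without harvest A or without harvest C for both (0.0542 to 0.217), without C0h B, without T12h B or without harvest B for ACS10 (0.0515 to 0.0561), as adjusted p from limma. With other choices, calls ended with limma on 13 libraries for ACS10 (0.0587), and adjusted p over all alternatives was 0.000448 to 0.217 with limma, edgeR or DESeq2.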

ACO, ACS, and SAM-Mtase were predominately upregulated, indicating a high rate of ethylene biosynthesis. EIN is a mediator between ethylene synthesis and signaling, acting as a ‘gateway’ when CTR1, a negative regulator, is reduced by the presence of ethylene. However, there were few EIN genes differentially expressed, and they were mostly repressed. Thus, ethylene signaling operates through other routes independent of CTR1 or EIN [40]. 

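The ethylene receptor gene ERS1 (LOC110808109) rose from 1970 ± 1430 to 10000 ± 1930 normalized counts (SD, n = 3 libraries) between C12h and T12h, a log2 fold change of 2.57 (SE 0.78, adjusted p = 0.0301 from limma). ETR1 (LOC110811910), another receptor, rose from 1620 ± 170 to 3050 ± 36.3 normalized counts (SD, n = 3 libraries), a log2 fold change of 0.92 (SE 0.28, adjusted p = 0.0317 from limma). CTR1 (LOC110822753), the kinase that restrains the ethylene response, rose (log2 fold change 0.78, SE 0.25, adjusted p = 0.0405 from limma). These 3 of 8 listed genes of ethylene signalling were the ones that passed, over all genes and when adjusted over the list alone, and they were named after their values were seen. Between C0h and T12h none of the 8 passed with limma (4 at an unadjusted p of at most 0.05), edgeR or DESeq2. EIN2 (LOC110824205), the central membrane protein of the pathway, had 1240 ± 297 normalized counts in C0h and 1210 ± 185 in T12h (SD, n = 3 libraries), a log2 fold change of -0.02 (SE 0.18, adjusted p = 0.943 from limma, 0.237 to 0.965 over its alternatives). The receptor EIN4 (LOC110807354) had 1130 ± 581 and 936 ± 318 (SD, n = 3), a log2 fold change of -0.18 (SE 0.45, adjusted p = 0.796 from limma, 0.371 to 0.995 over its alternatives). EIL3 (LOC110811898), a transcription factor related to EIN3, had a log2 fold change of 0.69 (SE 0.46, adjusted p = 0.276 from limma, 0.0895 to 0.785 over its alternatives). In the alternatives, calls were lost without C12h A, without C12h C, without T12h A, without T12h B, without T12h C, without harvest A or without harvest C for all of them (0.0653 to 0.23), as adjusted p from limma. More calls were lost with edgeR on 13 libraries or with limma on 13 libraries for all of them (0.0587 to 0.0904), with quantile normalization for ETR1 and CTR1 (0.1 to 0.115), with DESeq2 on 13 libraries for ETR1 (0.0521), with the harvest as a block for CTR1 (0.0508), and adjusted p over all alternatives was 0.0013 to 0.23 with limma, edgeR or DESeq2.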

AP2/ERF-encoding genes are involved in abiotic stress response and are particularly active during development and ripening processes [41]. From AP2/ERF family, almost all RAPs and half of the ERFs were repressed while other ERFs and AP2 were upregulated. 

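Of 9 ERF and AP2 genes labelled in Figure 4 that could be paired with the expression table, 2 rose and 2 fell between C0h and T12h. Only genes that the paper lists as differentially expressed could be paired, so these shares do not describe the family. gene3058 (LOC110806714) rose from 134 ± 90.1 to 597 ± 267 normalized counts (SD, n = 3 libraries), a log2 fold change of 2.23 (SE 0.73, adjusted p = 0.0417 from limma), as did gene11679 (LOC110816409, log2 fold change 1.21, SE 0.35, adjusted p = 0.0252 from limma). gene13844 (LOC110818891) fell from 440 ± 74 to 140 ± 79.9 normalized counts (SD, n = 3 libraries), a log2 fold change of -1.78 (SE 0.30, adjusted p = 0.00408 from limma), as did gene18563 (LOC110824230, log2 fold change -1.78, SE 0.54, adjusted p = 0.0324 from limma). gene2737 (LOC110806359) had 212 ± 76.2 normalized counts in C0h and 55.8 ± 30.6 in T12h (SD, n = 3 libraries), a log2 fold change of -1.99 (SE 0.69, adjusted p = 0.0506 from limma, 0.00208 to 0.268 over its alternatives). Of 8 AP2/ERF genes listed by symbol, TOE3 (LOC110814386), a relative of the flowering repressor APETALA2, rose from 539 ± 196 to 2550 ± 1210 normalized counts (SD, n = 3 libraries), a log2 fold change of 2.19 (SE 0.40, adjusted p = 0.00483 from limma), and was named after its values were seen. Significance was lost without harvest C for all of them (0.157 to 0.306), without C0h B, without C0h C or without T12h C for gene3058, gene11679 and gene18563 (0.0917 to 0.166), without harvest A for gene3058 and gene18563 (0.0563 to 0.0842), without harvest B for gene3058 and gene11679 (0.0646 to 0.0797), without T12h B for gene3058 (0.129), without T12h A for gene18563 (0.0739), as adjusted p from limma. Among the other settings, losses came with the harvest as a block, with edgeR on 13 libraries, with DESeq2 on 13 libraries or with limma on 13 libraries for gene3058 (0.0533 to 0.113), and adjusted p over all alternatives was 0.000121 to 0.306 with limma, edgeR or DESeq2.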

The NAC family is one of the largest families of plant transcription factors whose genes regulate several processes of development and maintenance of the system from embryogenesis until leaf senescence [42]. NAC genes related to the regulation of the development of secondary cell wall structures and several stress responses and auxin signaling were upregulated, while the ones involved in the response to cold and pathogens were repressed [42,43]. 

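NAC025 (LOC110817727), a member of the NAC transcription factors, rose from 1380 ± 597 to 6320 ± 432 normalized counts (SD, n = 3 libraries) between C0h and T12h, a log2 fold change of 2.27 (SE 0.62, adjusted p = 0.0212 from limma). The unnamed NAC gene3001 rose from 24.8 ± 4.43 normalized counts in C0h (SD, n = 3 libraries) to the T12h level given above, a log2 fold change of 2.62 (SE 0.41, adjusted p = 0.0035 from limma). NAC genes of Figure 4 could be paired only where the paper lists them as differentially expressed, so their share does not describe the family. Of 10 of these that could be paired with the expression table, 6 rose and none fell. The others were NAC084 (LOC110812963, log2 fold change 1.62, SE 0.45, adjusted p = 0.0225 from limma), NAC010 (LOC110807011, log2 fold change 1.74, SE 0.52, adjusted p = 0.0307 from limma), gene3886 (LOC110807683, log2 fold change 1.98, SE 0.66, adjusted p = 0.0439 from limma) and gene17606 (LOC110822981, log2 fold change 1.18, SE 0.34, adjusted p = 0.0259 from limma). Of 11 NAC genes listed by symbol 4 rose (5 when adjusted over the list alone), among them NAC100 (LOC110810112, log2 fold change 1.23, SE 0.36, adjusted p = 0.0275 from limma). Between C12h and T12h, NAC025 and NAC100 of this list were higher and NAC083 lower with limma, and its median log2 fold change was -0.248, against 0.772 from C0h. At 24 h NAC036 (LOC110825934) rose from 4.9 ± 3.63 to 31.5 ± 18.3 normalized counts (SD, n = 3 libraries), a log2 fold change of 2.56 (SE 0.70, adjusted p = 0.0289 from limma). NAC084 rose (log2 fold change 1.57, SE 0.45, adjusted p = 0.0346 from limma), and SMB (LOC110826058), a NAC gene of root cap maturation, fell (log2 fold change -1.01, SE 0.21, adjusted p = 0.0126 from limma). NAC100, NAC083, NAC036 and SMB were named after their values were seen. The alternatives below are for the named calls against C0h, since those against C12h were not followed gene by gene. Of these calls, some were lost without harvest C for all of them (0.0826 to 0.292), without C0h C for NAC025, NAC084, NAC010, NAC100, gene3886, gene17606, NAC036 at 24 h, NAC084 at 24 h and SMB at 24 h (0.0585 to 0.207), without C0h B for NAC025, NAC010, NAC100, gene3886, gene17606, NAC036 at 24 h, NAC084 at 24 h and SMB at 24 h (0.0503 to 0.1), without harvest A for NAC025, NAC084, NAC010, NAC036 at 24 h, NAC084 at 24 h and SMB at 24 h (0.0757 to 0.235), without T12h C for NAC025, NAC010, NAC100, gene3886 and gene17606 (0.0623 to 0.104), without T12h A for NAC084, NAC010, NAC100, gene3886 and gene17606 (0.0575 to 0.0833), without harvest B for NAC010, NAC100, gene3886 and gene17606 (0.0755 to 0.186), without T12h B for NAC025 and gene3886 (0.053 to 0.136), without T24h A or without T24h C for NAC036 at 24 h and NAC084 at 24 h (0.0586 to 0.136), without C0h A for NAC010 and NAC084 at 24 h (0.0529 to 0.0561), as adjusted p from limma. Besides, calls ended with edgeR on 13 libraries for NAC025, NAC084, NAC100, gene3886, gene17606 and NAC084 at 24 h (0.0504 to 0.222), with limma on 13 libraries for NAC025, NAC100, gene3886 and gene17606 (0.0542 to 0.155), with quantile normalization for NAC100 and gene17606 (0.0561 to 0.0759), with only the 2 groups in the fit for NAC036 at 24 h (0.054), without a filter on low values or with DESeq2 on 13 libraries for gene3886 (0.0528 to 0.187), with library quality weights for NAC084 at 24 h (0.0544), and adjusted p over all alternatives was 5.67e-09 to 0.292 with limma, edgeR or DESeq2.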

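AGL14 (LOC110817459), a MADS-box transcription factor known from root and flowering development, rose from 31.7 ± 5.58 to 427 ± 207 normalized counts (SD, n = 3 libraries) between C0h and T12h, a log2 fold change of 3.60 (SE 0.65, adjusted p = 0.00483 from limma). STK (LOC110822337), which controls ovule and seed identity, rose from 332 ± 230 to 1070 ± 120 normalized counts (SD, n = 3 libraries), a log2 fold change of 1.89 (SE 0.52, adjusted p = 0.0217 from limma). At 24 h AGL14 had 306 ± 178 and STK 1330 ± 358 normalized counts (SD, n = 3 libraries), log2 fold changes of 3.06 (SE 0.65, adjusted p = 0.0142 from limma) and 2.18 (SE 0.52, adjusted p = 0.0198 from limma) against C0h. Of 10 MADS-box genes listed by symbol these 2 rose and none fell at either time, and 2 at 12 h and 4 at 24 h passed when adjusted over the list alone. The listed calls ended without harvest C for all of them (0.117 to 0.201), without C0h C for STK, AGL14 at 24 h and STK at 24 h (0.0699 to 0.106), without C0h B for STK and STK at 24 h (0.0721 to 0.0837), without T24h A or without harvest A for AGL14 at 24 h and STK at 24 h (0.0664 to 0.159), without T12h A, without T12h C or without harvest B for STK (0.0532 to 0.0667), as adjusted p from limma. Further losses came with edgeR on 13 libraries for STK and STK at 24 h (0.0589 to 0.08), with limma on 13 libraries for STK (0.0569), and adjusted p over all alternatives was 1.24e-06 to 0.201 with limma, edgeR or DESeq2.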

The MADS-box family is also a large TFs family involved in the regulation of many routes and had its gene expression mostly increased. In contrast, the positive feedback to the autocatalytic cycle of ethylene in papayas is not regulated by the MADS-box family, but by a NAC gene [44]. As these TFs families are too vast and the specific function of each gene is still not completely elucidated, the assumption is that MADS-box DEGs are related to activities other than ethylene signaling regulation. For comparison, all DEGs were also identified in the differential analysis of the explored papaya datasets. Although not all DEGs in the RNA-seq conducted in this study were significantly differentially expressed in the meta-analysis, an overall pattern was apparent in both analyses (Figure 4). The similarity in the profile expression of the ethylene-related genes supports the results obtained through transcriptomics.

### 3.5. Transcriptomic Analysis Reveals a Diverse Expression of Papaya Cell-Wall-Related Genes

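IRX3, a cellulose synthase subunit, rose from 200 ± 252 to 6840 ± 1610 normalized counts (SD, n = 3 libraries) between C0h and T12h, a log2 fold change of 6.09 (SE 1.56, adjusted p = 0.0162 from limma). Of 5 cellulose synthase genes tested from the study's list, 1 rose and 3 fell in T12h against C0h. In T24h none of them rose and 2 fell. Of 8 listed genes of secondary walls in xylem, IRX3, PARVUS and LAC7 rose and GAUT12 fell in T12h against C0h (5 passed when adjusted over the list alone), and 4 rose and 2 fell against C12h, while the list did not pass the camera test (adjusted p = 0.505 and 0.428 from limma). These genes were named after their values were seen. PARVUS, LAC7, GAUT12 and the calls against C12h were not followed gene by gene in the alternatives below. The xyloglucan galactosyltransferase gene4134 (LOC110807938), of hemicellulose synthesis, rose from 0.763 ± 1.32 to 10.7 ± 0.611 normalized counts (SD, n = 3 libraries), a log2 fold change of 2.97 (SE 0.76, adjusted p = 0.0158 from limma). MAN6 (LOC110811647), a β-mannanase that cuts mannans, fell from 7.62 ± 3.7 to 1.11 ± 1.93 normalized counts (SD, n = 3 libraries), a log2 fold change of -2.30 (SE 0.67, adjusted p = 0.026 from limma). Of the study's cell wall genes, 69 could be paired with the expression table and 68 were tested. Pairing used Supplementary File 2, which lists only genes past the paper's thresholds in some comparison of these libraries. The genes tested were thus already called differentially expressed, so shares among them do not describe whole families. At an adjusted p of at most 0.05 over all genes, 19 rose and 18 fell in T12h, and 15 rose and 11 fell in T24h, against C0h. When adjusted over the list alone, 24 rose and 20 fell in T12h, and 19 rose and 13 fell in T24h, but the study chose the list on these libraries, so that it is not independent evidence. Adjusted p rose above 0.05 without C0h B, without C0h C or without harvest C for all of them (0.0525 to 0.294), without T12h C for IRX3 and MAN6 (0.0528 to 0.0916), without harvest B for gene4134 and MAN6 (0.0574 to 0.179), without harvest A for IRX3 (0.0535), without T12h B for MAN6 (0.089), as adjusted p from limma. The other losses came with edgeR on 13 libraries for IRX3 and MAN6 (0.0798 to 0.132), with a pseudocount of 5, with DESeq2 on 13 libraries or with limma on 13 libraries for MAN6 (0.0524 to 0.137), and adjusted p over all alternatives was 0.000535 to 0.294 with limma, edgeR or DESeq2.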

Papaya pulp transcriptome revealed 157 differentially expressed genes (*p*-value ≤ 0.05) related to cell wall metabolism according to the blasted transcripts, including some up and downregulated ones, as well as some genes known to be ethylene-induced (all differentially expressed genes related to cell wall are depicted in Figure 5 and Table S5). 

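None of the 68 cell wall genes tested passed over all genes between control groups with limma. At an unadjusted p of at most 0.05, 0 did so between C0h and C12h, 5 were higher and 2 lower in C24h than in C0h, and 3 were higher and 1 lower in C24h than in C12h. Adjusted over the list alone, 2 passed between C0h and C24h, and 1 between C12h and C24h. The polygalacturonase gene5336 had 14.2 ± 10.8 normalized counts in C12h and 27.8 ± 41.3 in C24h (SD, n = 3 libraries). gene9058 (LOC110813488), another polygalacturonase, had 2.12 ± 2.94 in C12h and 1.86 ± 2.37 in C24h (SD, n = 3). The counts at an unadjusted p were 1 with edgeR and 3 with DESeq2 on 13 libraries, and 1 with limma without C24h B, between C0h and C12h, and 11 with DESeq2 between C0h and C24h.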

In general, genes related to cell wall disassembly did not change their expression in the first 12 h or 24 h of the ripening process in the control fruit. This finding corroborates the not observed changes in ethylene production and pulp texture (Figure 1), with no apparent plant cell wall alteration in the first and second days after harvesting [22]. In ethylene-treated fruit (both 12 h and 24 h groups), a considerable set of genes from PG, rhamnogalacturonate lyases, galactanases, and XTH were upregulated, while most of the PL and PME genes did not change their expression or were downregulated. 

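Polygalacturonases (PG), which cut the pectin backbone, moved both ways in T12h. Those tested were ones that the paper lists as differentially expressed in these libraries. At an unadjusted p of at most 0.05 with limma, 5 of 7 tested were higher and 2 lower than in C0h (4 and 2 when adjusted over the list alone). gene2536 rose from 3580 ± 4210 to 71900 ± 8950 normalized counts (SD, n = 3 libraries) between C0h and T12h, a log2 fold change of 5.37 (SE 1.50, adjusted p = 0.0226 from limma), and gene5336 rose from 2.97 ± 2.72 to 174 ± 187 normalized counts (SD, n = 3 libraries), a log2 fold change of 5.17 (SE 1.16, adjusted p = 0.00953 from limma). Adjusted over all genes 3 rose, with gene9058, and 2 fell, gene9649 (log2 fold change -3.11, SE 0.70, adjusted p = 0.00971 from limma) and gene1797 (LOC110821988, log2 fold change -1.79, SE 0.36, adjusted p = 0.00694 from limma). gene7049 (LOC110811267) had a log2 fold change of 3.14 (SE 1.29, adjusted p = 0.0869 from limma, 0.00764 to 0.396 over its alternatives), and gene3486 (LOC110807205) a log2 fold change of 1.26 (SE 0.58, adjusted p = 0.121 from limma, 0.00441 to 0.526 over its alternatives). Of 3 β-galactosidases, which trim galactan side chains, gene7019 (LOC110811182) rose from 12300 ± 8340 to 50900 ± 5010 normalized counts (SD, n = 3 libraries), as did BGAL10 (LOC110816435, log2 fold change 1.66, SE 0.49, adjusted p = 0.0287 from limma), and BGAL5 fell (log2 fold change -2.56, SE 0.49, adjusted p = 0.00558 from limma). Of 7 xyloglucan endotransglucosylases (XTH), XTH30 (LOC110806596) rose (log2 fold change 2.76, SE 0.59, adjusted p = 0.00838 from limma) and gene2660 (LOC110826398) fell (log2 fold change -3.04, SE 0.70, adjusted p = 0.0105 from limma). XTH30 and BGAL10 were named after their values were seen. Some calls did not hold without harvest C for all of them (0.157 to 0.23), without C0h C for gene2536, gene9649, gene7019, BGAL10, gene2660 and XTH30 (0.0511 to 0.117), without C0h B for gene2536, gene7019, BGAL10 and gene2660 (0.0507 to 0.114), without T12h C for gene2536, gene7019 and BGAL10 (0.0584 to 0.0981), without harvest A for gene2536, gene1797 and BGAL10 (0.0504 to 0.0682), without harvest B for gene7019, BGAL10 and gene2660 (0.0618 to 0.0828), without T12h A for gene2536 and BGAL10 (0.0531 to 0.0608), without T12h B for gene2536 and gene7019 (0.0518 to 0.0553), as adjusted p from limma. With other choices, calls ended with edgeR on 13 libraries for gene2536, gene7019 and BGAL10 (0.0626 to 0.112), with limma on 13 libraries for gene2536 and BGAL10 (0.0538 to 0.0601), and adjusted p over all alternatives was 0.000103 to 0.23 with limma, edgeR or DESeq2.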

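Of the pectin methylesterases (PME), which remove methyl groups from pectin, PME1 (LOC110818404) fell from 1310 ± 225 to 350 ± 69.6 normalized counts (SD, n = 3 libraries) between C0h and T12h, a log2 fold change of -1.91 (SE 0.31, adjusted p = 0.00362 from limma). Of 7 PME genes tested, 5 were lower and 2 higher at an unadjusted p of at most 0.05 with limma. Adjusted over all genes 3 fell in T12h, with PME31 (LOC110820172, log2 fold change -2.03, SE 0.55, adjusted p = 0.0205 from limma) and gene16191 (LOC110821415, log2 fold change -1.85, SE 0.50, adjusted p = 0.0203 from limma), and gene4292 (LOC110808164) rose (log2 fold change 2.43, SE 0.81, adjusted p = 0.0443 from limma). PMEPCRA (LOC110806763) had a log2 fold change of -1.52 (SE 0.55, adjusted p = 0.0574 from limma, 0.00505 to 0.254 over its alternatives). Of 3 pectate lyases (PL), which cut demethylated pectin, none passed in T12h with limma, and 1 had an unadjusted p of at most 0.05. gene17454 (LOC110822705) had a log2 fold change of 1.96 (SE 0.81, adjusted p = 0.0875 from limma, 0.00365 to 0.344 over its alternatives). gene9513 (LOC110813995) had a log2 fold change of -1.36 (SE 0.65, adjusted p = 0.136 from limma, 0.0576 to 0.385 over its alternatives). gene14718 (LOC110819800) had a log2 fold change of 0.74 (SE 0.64, adjusted p = 0.408 from limma, 0.0769 to 0.93 over its alternatives). Calls were lost without harvest C for all of them (0.157 to 0.309), without C0h B, without C0h C, without T12h C or without harvest B for PME31, gene16191 and gene4292 (0.0564 to 0.176), without T12h A for PME31 and gene4292 (0.0579 to 0.0842), without T12h B for gene16191 and gene4292 (0.0649 to 0.123), without harvest A for gene16191 (0.0765), as adjusted p from limma. More calls were lost with edgeR on 13 libraries, with DESeq2 on 13 libraries or with limma on 13 libraries for gene16191 and gene4292 (0.0539 to 0.217), without a filter on low values or with the harvest as a block for gene4292 (0.053 to 0.0585), and adjusted p over all alternatives was 4.71e-05 to 0.309 with limma, edgeR or DESeq2.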

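At 24 h, the XTH genes gene2663 (LOC110826405, log2 fold change 3.91, SE 0.92, adjusted p = 0.019 from limma) and gene2664 (LOC110826410, log2 fold change 2.94, SE 0.63, adjusted p = 0.0145 from limma) rose against C0h, as did XTH30 (log2 fold change 2.07, SE 0.59, adjusted p = 0.0341 from limma). The PG genes gene5336 (log2 fold change 5.02, SE 1.16, adjusted p = 0.0182 from limma) and gene2536 (log2 fold change 4.67, SE 1.50, adjusted p = 0.0491 from limma) rose, as did BGAL10 from 623 ± 393 to 2340 ± 767 normalized counts (SD, n = 3 libraries), a log2 fold change of 2.04 (SE 0.49, adjusted p = 0.0202 from limma). gene7019 had a log2 fold change of 1.24 (SE 0.60, adjusted p = 0.163 from limma, 0.0704 to 0.495 over its alternatives). Of 6 cellulases, gene12310 (LOC110817068) rose from 0.254 ± 0.441 to 18.8 ± 16.4 normalized counts (SD, n = 3 libraries), a log2 fold change of 3.71 (SE 0.90, adjusted p = 0.0205 from limma). The cellulases gene12311 (LOC110817069, log2 fold change 3.31, SE 1.03, adjusted p = 0.0446 from limma) and gene17040 (LOC110822284, log2 fold change 1.83, SE 0.38, adjusted p = 0.0132 from limma) rose too. Of 7 PME genes 5 fell and 1 rose. PMEPCRA fell from 111 ± 18 to 12.8 ± 6.92 normalized counts (SD, n = 3 libraries), a log2 fold change of -3.11 (SE 0.55, adjusted p = 0.0105 from limma). The others that fell were PE11 (LOC110818178, log2 fold change -1.45, SE 0.35, adjusted p = 0.0198 from limma), PME31 (log2 fold change -2.19, SE 0.55, adjusted p = 0.0226 from limma), gene16191 (log2 fold change -1.93, SE 0.50, adjusted p = 0.0249 from limma) and PME1 (log2 fold change -1.09, SE 0.31, adjusted p = 0.0331 from limma). gene4527 (LOC110808384) rose (log2 fold change 2.21, SE 0.69, adjusted p = 0.0446 from limma). The PL gene14718 fell from 8.99 ± 8.12 to 1.06 ± 1.01 normalized counts (SD, n = 3 libraries), a log2 fold change of -2.12 (SE 0.64, adjusted p = 0.0403 from limma), and from T12h to T24h (log2 fold change -2.86, SE 0.64, adjusted p = 0.0257 from limma). gene17040 was named after its values were seen. In the alternatives, calls were lost without harvest A or without harvest C for all of them (0.0599 to 0.396), without C0h C for gene5336, gene2536, gene2663, gene2664, XTH30, BGAL10, gene12310, gene12311, gene17040, PMEPCRA, PE11, PME31, gene16191, PME1, gene4527 and gene14718 (0.0585 to 0.203), without T24h A for gene5336, gene2536, gene2663, gene2664, XTH30, BGAL10, gene12310, gene12311, PE11, PME31, gene16191, PME1, gene4527 and gene14718 (0.0659 to 0.153), without C0h B for gene5336, gene2536, gene2664, XTH30, BGAL10, gene12310, gene12311, PE11, PME31, gene16191, PME1, gene4527 and gene14718 (0.0507 to 0.134), without T24h C for gene2536, XTH30, gene12311, gene16191, gene4527 and gene14718 (0.0505 to 0.0977), without harvest B for gene12310, PME31, gene16191, PME1, gene14718 and gene14718 from T12h to T24h (0.0509 to 0.201), without T24h B for gene2536, gene12311, gene4527 and gene14718 from T12h to T24h (0.0545 to 0.0896), without C0h A for gene12311, gene4527 and gene14718 (0.0607 to 0.12), without T12h B or without T12h C for gene14718 from T12h to T24h (0.0713 to 0.115), as adjusted p from limma. Among the other settings, losses came with edgeR on 13 libraries for gene2536, XTH30, BGAL10, gene12311, PE11, PME31, gene16191, PME1, gene4527, gene14718 and gene14718 from T12h to T24h (0.0504 to 0.317), with limma on 13 libraries for gene2536, gene12311, gene16191, PME1, gene4527, gene14718 and gene14718 from T12h to T24h (0.0506 to 0.237), with the harvest as a block for gene12311, gene4527 and gene14718 (0.0573 to 0.0619), without a filter on low values for gene2536 and gene4527 (0.0526 to 0.0568), with a pseudocount of 5 for gene12311 and gene14718 (0.0517 to 0.0785), with only the 2 groups in the fit for gene14718 and gene14718 from T12h to T24h (0.0548 to 0.0867), with quantile normalization for gene2536 (0.0727), with DESeq2 on 13 libraries for gene14718 (0.0734), and adjusted p over all alternatives was 0.000497 to 0.396 with limma, edgeR or DESeq2.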

A similar behavior was observed in the meta-analysis of differentially expressed genes in all integrated transcriptomes (last column of Figure 5).

Other relevant results were the upregulation of PME inhibitor genes, while the PG inhibitor was downregulated. 

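At an unadjusted p of at most 0.05 with limma, 4 PME inhibitor genes were higher and 2 lower in T12h than in C0h, and 3 were higher and 2 lower in T24h. Adjusted over all genes fewer passed. gene15998 (LOC110821276) rose from 1.1 ± 1.15 to 37.5 ± 25.2 normalized counts (SD, n = 3 libraries) between C0h and T12h, a log2 fold change of 4.11 (SE 0.99, adjusted p = 0.0125 from limma), and gene10774 (LOC110815485) rose from 2.43 ± 1.24 to 41.9 ± 36.9 normalized counts (SD, n = 3 libraries), a log2 fold change of 3.37 (SE 0.66, adjusted p = 0.00619 from limma). gene17738 (LOC110823232) fell from 64 ± 15.3 to 7.03 ± 5.12 normalized counts (SD, n = 3 libraries), a log2 fold change of -3.33 (SE 0.97, adjusted p = 0.0265 from limma), and gene12707 (LOC110817457) fell (log2 fold change -2.17, SE 0.47, adjusted p = 0.00884 from limma). Of 8 PME inhibitor genes tested these 2 rose and 2 fell, and 3 rose and 2 fell when adjusted over the list alone. At 24 h gene17939 (LOC110823299) rose from 4.07 ± 2.83 to 20 ± 7.56 normalized counts (SD, n = 3 libraries), a log2 fold change of 2.14 (SE 0.54, adjusted p = 0.0234 from limma). Of the 8 genes, 1 rose and 2 fell at 24 h over all genes, and 2 rose and 2 fell when adjusted over the list alone. Against control fruit of the same age, 4 rose and 2 fell between C12h and T12h, over all genes and over the list alone. Between C24h and T24h, 0 passed either way with limma. These counts were not followed gene by gene in the alternatives below. gene10774 and gene17939 were named after their values were seen. The PG inhibitor was not analysed here. Significance was lost without harvest C for all of them (0.161 to 0.288), without C0h C for gene15998, gene17738, gene12707 and gene17939 at 24 h (0.0532 to 0.0994), without harvest A for gene17738 and gene17939 at 24 h (0.064 to 0.169), without C0h B or without T12h C for gene17738 (0.0727 to 0.106), without C0h A, without T24h A, without T24h B or without T24h C for gene17939 at 24 h (0.0537 to 0.061), as adjusted p from limma. Besides, calls ended with edgeR on 13 libraries for gene15998, gene17738 and gene17939 at 24 h (0.0506 to 0.0725), with limma on 13 libraries for gene17738 and gene17939 at 24 h (0.0503 to 0.0757), with DESeq2 on 13 libraries for gene17939 at 24 h (0.0561), and adjusted p over all alternatives was 2.51e-05 to 0.288 with limma, edgeR or DESeq2.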

The upregulation of rhamnogalacturonate lyase genes, enzymes responsible for hydrolyzing RG-I portions of pectin through the β-elimination mechanism, was particularly of interest. 

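Both rhamnogalacturonate lyase genes tested, of 3 listed, rose between C0h and T12h. They could be tested only because the paper lists them as differentially expressed in these libraries. gene19959 (LOC110825605) rose from 2.02 ± 2.9 to 30.1 ± 9.75 normalized counts (SD, n = 3 libraries), a log2 fold change of 3.75 (SE 0.88, adjusted p = 0.011 from limma), and gene19960 (LOC110825606) rose from 275 ± 98.1 to 1030 ± 224 normalized counts (SD, n = 3 libraries), a log2 fold change of 1.94 (SE 0.52, adjusted p = 0.0187 from limma). At 24 h gene19959 had 48.0 ± 59.0 normalized counts (SD, n = 3 libraries), a log2 fold change of 3.75 (SE 0.88, adjusted p = 0.0188 from limma) against C0h. gene19960 had 626 ± 190 (SD, n = 3), a log2 fold change of 1.20 (SE 0.52, adjusted p = 0.118 from limma, 0.0357 to 0.345 over its alternatives). Against C12h both genes rose in T12h and in T24h. Between C24h and T24h both were higher only at an unadjusted p of at most 0.05 with limma. The alternatives below are for the named calls against C0h, since the others were not followed gene by gene. Of these calls, some were lost without C0h B, without C0h C or without harvest C for all of them (0.0517 to 0.162), without harvest A for gene19960 and gene19959 at 24 h (0.0772 to 0.145), without harvest B for gene19959 (0.0776), without T12h C for gene19960 (0.0667), without T24h A for gene19959 at 24 h (0.077), as adjusted p from limma. Further losses came with edgeR on 13 libraries for gene19959 (0.0544), and adjusted p over all alternatives was 0.000274 to 0.162 with limma, edgeR or DESeq2.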

Despite being the first time, these transcripts were found in papaya pulp, they were previously identified in tomatoes and potatoes [45].

Network files generated by WGCNA were visualized through Cytoscape with the application of the Edge-weighted Spring-Embedded Layout algorithm (Figure 6) [31,32]. Node sizes are set by their connectivity degree, representing the total number of correlations in which they participate; their color indicates the enzyme to which the node (gene) is related. Edge lengths are inversely proportional to weight values of correlations, while their width is directly proportional: the smaller and thicker an edge, the higher the correlation between the nodes.

Overall, 8294 interactions with a weight ≥0.05 between genes related to cell-wall-modifying enzymes were detected (Figure 6). The PGs, highlighted in red in the shape of a diamond, interact with almost all genes in the network except for some arabinogalactan-protein, expansins, and PLs, among others. It was observed 1176 interactions between PGs and the other genes, as well as 44 interactions between each PGs. 

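With group means removed, PG genes were correlated with the other cell wall genes, in either direction, more strongly than when their libraries were permuted. All these genes came from lists that the paper drew from the same libraries, and no other gene set was compared. The permutation therefore cannot tell whether the relation is particular to PG genes. Over the 427 pairs of 7 PG genes with 61 other cell wall genes, the median size of Pearson's r was 0.412 over 15 libraries with group means removed, against a chance median of 0.238 (permutation p = 0.002), and 51.8% of the pairs had a positive r. It was 0.424 against 0.254 within the 9 control libraries (permutation p = 0.008), and 0.451 against 0.343 within the 6 treated ones (permutation p = 0.087). Without C24h B it was 0.375 against 0.246 with group means removed (permutation p = 0.003), and 0.337 against 0.277 within the other 8 controls (permutation p = 0.096), so the control value depends on C24h B. Genes are not independent replicates. With group means removed, 8 of 23 named relations passed at an adjusted p, and 0 within the controls (8 at an unadjusted p) or the treated libraries (7). Among PG genes, gene2536 and gene9649 went in opposite ways (r = -0.894, permutation p = 0.000257, adjusted p = 0.00592, with Spearman's rho = -0.836, permutation p = 0.00424, adjusted p = 0.0195), and r was -0.877 without the 2 libraries farthest from the median. gene3486 and gene5336 went together (r = 0.77, permutation p = 9e-04, adjusted p = 0.0104, rho = 0.8), as did gene2536 and gene9058 (r = 0.656, permutation p = 0.00386, adjusted p = 0.019), the latter with r = 0.52 without 2 libraries. These relations were computed for the PG genes that could be paired, 7 of 12.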

The full table that depicts the PGs interactions with their parameter values are in Supplementary File 3. The centrality of the deeply connected PG are apparent in the center of the network, while other PGs are distributed around, indicating a heavy influence on the behavior of other members. The only exo-PG exhibits an interesting template: it is intensely correlated to the nodes in the center of the network but not to the peripheral ones. PMEs are highly connected to the network, indicating no correlation with only four genes of the 157 genes related to cell-wall enzymes, and PME inhibitors also followed the same pattern of correlation. PLs, although present in a much smaller number, also interact with almost all members of the network. Galactosidases, xylanases, and cellulases are fully interconnected with all members of the network. The rhamnogalacturonate lyases had an intense correlation mainly with genes encoding xylanases, PG, PME, expansins, cellulose synthases β-galactosidases, PG and PME inhibitors, and arabinogalactans.

Some of these genes had their expression confirmed by qPCR (Figure 7) using the control versus 12 h ethylene treatment of RNA-seq experiment while also using a regular ripening curve (Figure S5). These results correspond to the observations in the RNA-seq and in the correlation analyses, in which papayas are indeed climacteric fruit with fast softening achieved exclusively by the massive action of the ethylene-induced set of PG [18,22,33].

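The polygalacturonase gene9058, PG2 in the real-time PCR, had 0 normalized counts in all C0h libraries and 24.7 ± 11.3 in T12h (SD, n = 3 libraries). It was at least 9.90-fold higher in T12h against a floor of 3 reads per library, which covers counting error only, and its fitted log2 fold change was 4.58 (SE 1.04, adjusted p = 0.0101 from limma). In T24h it had 11.1 ± 12.2 (SD, n = 3), at least 4.47-fold higher than the floor, with a log2 fold change of 2.67 (SE 1.04, adjusted p = 0.0898 from limma, 0.0015 to 0.483 over its alternatives). The α-galactosidase gene1360 (LOC110817097), AGAL3 in the real-time PCR, had 511 ± 238 normalized counts in T12h (SD, n = 3), a log2 fold change of -0.78 (SE 0.42, adjusted p = 0.179 from limma, 0.0449 to 0.504 over its alternatives). In T24h it fell to 222 ± 159 (SD, n = 3) normalized counts (adjusted p = 0.0118 from limma). The β-galactosidase gene7019, BGAL1 there, rose (log2 fold change 2.26, SE 0.60, adjusted p = 0.0188 from limma) in T12h. The listed calls ended without harvest C for all of them (0.0599 to 0.2), without harvest A for gene9058 and gene1360 at 24 h (0.0642 to 0.152), without C0h C for gene7019 and gene1360 at 24 h (0.0617 to 0.101), without C0h B, without T12h B, without T12h C or without harvest B for gene7019 (0.0518 to 0.0623), without T24h A for gene1360 at 24 h (0.0577), as adjusted p from limma. The other losses came with edgeR on 13 libraries for gene7019 (0.0626), and adjusted p over all alternatives was 0.000138 to 0.2 with limma, edgeR or DESeq2.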

The overview of all transcriptomics studies from papaya pulp (studies PRJNA352643, PRJNA449965, and PRJNA381300 https://trace.ncbi.nlm.nih.gov/Traces/sra/ accessed on 17 February 2020 [23,35,44]) including a meta-analyses with our results (PRJNA528193) with several statistical adjustments [27,29,46] generated a PCA plot to visualize the changes in all stages of data adjustment (Figure S6). Regarding gene expression profile of all transcriptomic data of papaya pulp, the division of clustered dendrogram in two subgroups (immature and ripe fruits) corroborates our data (Figure S7). Differentially expressed genes were identified between ripe and immature groups, and the expression comparison is shown for the main genes in Figure 4 and Figure 5 in the last column of the heat maps, corroborating our data.

The plant hormone ethylene is the main factor responsible for the fruit ripening phenomenon [2]. Transcriptomic data reveals that climacteric fruit distributes higher numbers of ethylene receptor genes; however, non-climacteric fruit expresses these genes at the onset of ripening. Therefore, it is reasonable to establish that this classification must be made upon fruit’s sensitivity to ethylene [47]. Ethylene is a major regulatory factor in climacteric fruit, not only in the ripening process but also in growth and development; it triggers a cascade of metabolic events that eventually result in cell wall disassembly [7].

Many cell wall modifying enzymes in fleshy fruit are ethylene-responsive [34]. The most explored pectin-modifying enzymes are PG, PL, and PME, although their individual actions are not enough to deeply modify cell wall structure [22]. Earlier studies using tomatoes have demonstrated that PG activities are three times greater in ripe fruit than in unripe fruit, following a similar pattern of ethylene production [48]. Another research study with mangoes revealed that PL and PG are active during ripening and remained with significative expression after the climacteric peak, but their expression was completely abolished after 1-MCP treatment [49,50]. Controversially, cell-wall-related genes from strawberry (a non-climacteric fruit) had a considerable increase in expression after 1-MCP treatment (PME, β-xylosidase, endoglucanase, xyloglucan endotransglycosidase/hydrolase, arabinofuranosidase, and cellulase genes), while they were downregulated after ethylene treatment [51]. In fact, non-climacteric fruit exhibited a relevant activity of PL together with PG, although the optimum pH of PL is significantly higher than that of PG.

Papaya cell wall loosening in fleshy fruit and the consequent pulp softening are mainly achieved by the migration of pectin from insoluble to more soluble water fractions [22]. Moreover, papaya pulp softening is achieved by a coordinated action of cell wall related genes, that was proposed by our group just analyzing a very few sets of genes [33] that was corroborated by the transcriptomic data presented herein showing several genes. Climacteric fruit with fast pulp softening, such as papayas, present a basal expression of PME and decreased expression of PL but with a huge increment in endo-PG activity, leading to massive depolymerization and solubilization of pectins [22,33]. PG has a central role in depolymerizing the high molecular weight pectins from the chelate fractions to the water-soluble fractions, leading to a massive mobilization of these polysaccharides that culminates in pulp softening [22]. The present work reinforcers the ethylene action in triggering pectinases expressions, mainly PGs and galactosidases, demonstrating a tuned coordinate action of cell wall related gene expression to depolymerize high molecular weight pectins (Figure 8).

The mechanisms behind papaya pulp softening are different from other climacteric and non-climacteric fruit [44]. Slow pulp softening of non-climacteric fruit, such as strawberries, is marked by previous activity of PME and PL with a concomitant action of PG in ethylene-independent ways [52,53]. Slow pulp softening of climacteric fruit, such as some melons and peach varieties, demonstrates depolymerization in the later stage of pulp softening after PG-independent solubilization of pectins, probably through the cleavage of galactose residues from galactan side chains by galactosidases [54]. If peaches are hard-pulp varieties, there is only exo-PG activity with little depolymerization and solubilization of pectin [55]. Otherwise, if they are melting-pulp varieties, fast softening triggered by ethylene occurs through both exo- and endo-PG activities, leading to massive pectin depolymerization and solubilization, also with increased PME and galactosidases activities [55]. Apple is a climacteric hard-pulp fruit which pulp softening is also mainly due to the action of PG rather than PME, although it does not suffer significant depolymerization either of pectin or hemicellulose [54,56]. Climacteric fruits that have mid-fast pulp softening, such as tomatoes, had previous activities of PME and PL, just like strawberries, with pectin depolymerization at a mid-softening stage in a PG-dependent manner with galactanases activities appearing only after the onset of pulp softening [54,57]. All these comparisons show that pulp softening of fleshy fruit, especially papayas, is achieved by a coordinated action of several pectinases, but each fruit responds differently to ethylene stimuli leading to different grades of pulp texture.

## 4. Conclusions

This work describes a transcriptomic approach to study the ethylene-driven transcriptional expression in papayas highlighting the most significant changes and genes regulation. Differences between control and treated samples confirm the efficiency of exogenous ethylene treatment to induce ripening. Genes related to ethylene metabolism, carotenoids, plant cell wall modifications, response to several stimuli, and transcription activity have been identified and described. Co-expression correlation networks show the interconnected processes coordinated by many ethylene-dependent enzymes, especially the cell wall related ones. Papaya pulp softening is achieved by a coordinated action of several cell wall related genes, most of them belonging to the classification of pectinases. While PG and galactosidases expression increases during ripening, PME and PL decreases. The data provided in this work increases the knowledge of molecular mechanisms of ethylene’s role in the ripening process and enables further comprehensive studies to minimize papaya post-harvest losses. Further studies must be performed to completely elucidate the molecular and biochemical profiles of ripening-induced modifications of papayas for both economical and biotechnological purposes.

## Figures and Tables

**Figure 1:**
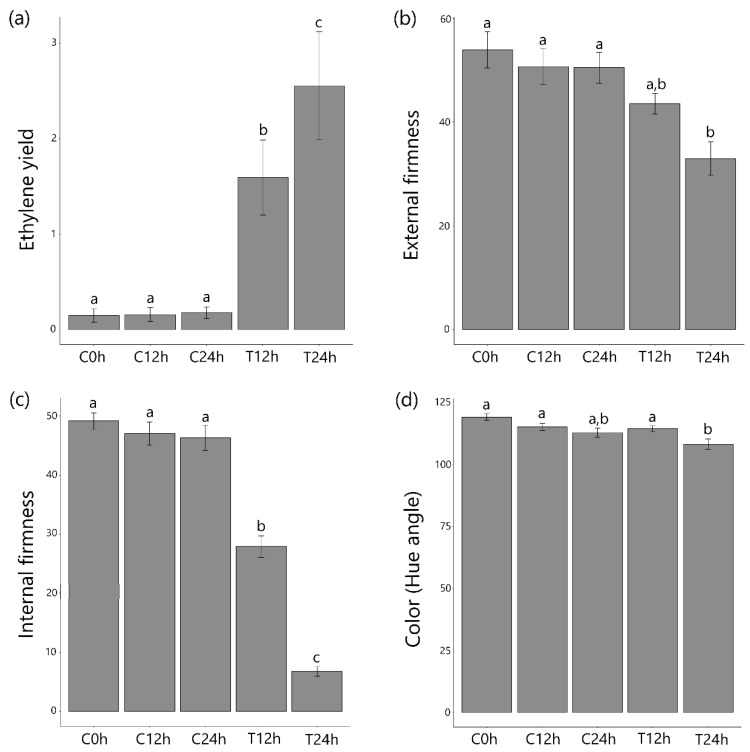
Ripening parameters measured for papaya treatment in the biological triplicate. Ripening parameters: (**a**) Ethylene yield (µL, Kg^−1^, h^−1^), (**b**) external firmness (N), (**c**) internal firmness (N), and (**d**) pulp color (hue angle). Six papayas were used for each time point (0 h, 12 h, and 24 h) for each biological replicate. Shown on *y*-axis the average of three biological replicates ± Standard Error. Samples are identified as C (control) or T (treated) followed by the time point. Different letters (a,b,c) represent significant differences in values (Fisher test at *p* < 0.05).

**Figure 2:**
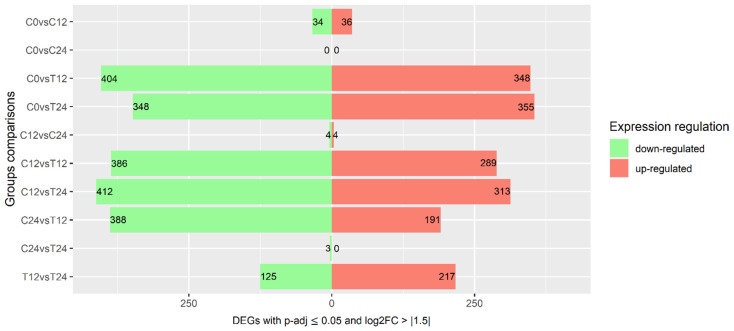
Differentially expressed genes. Total number of differentially expressed genes with *p*-adj ≤ 0.05 and log2FC > |1.5| between pairwise comparisons. Green bars represent downregulated genes, while red represent upregulated genes. Samples are identified as C (control) or T (treated) followed by the time point.

**Figure 3:**
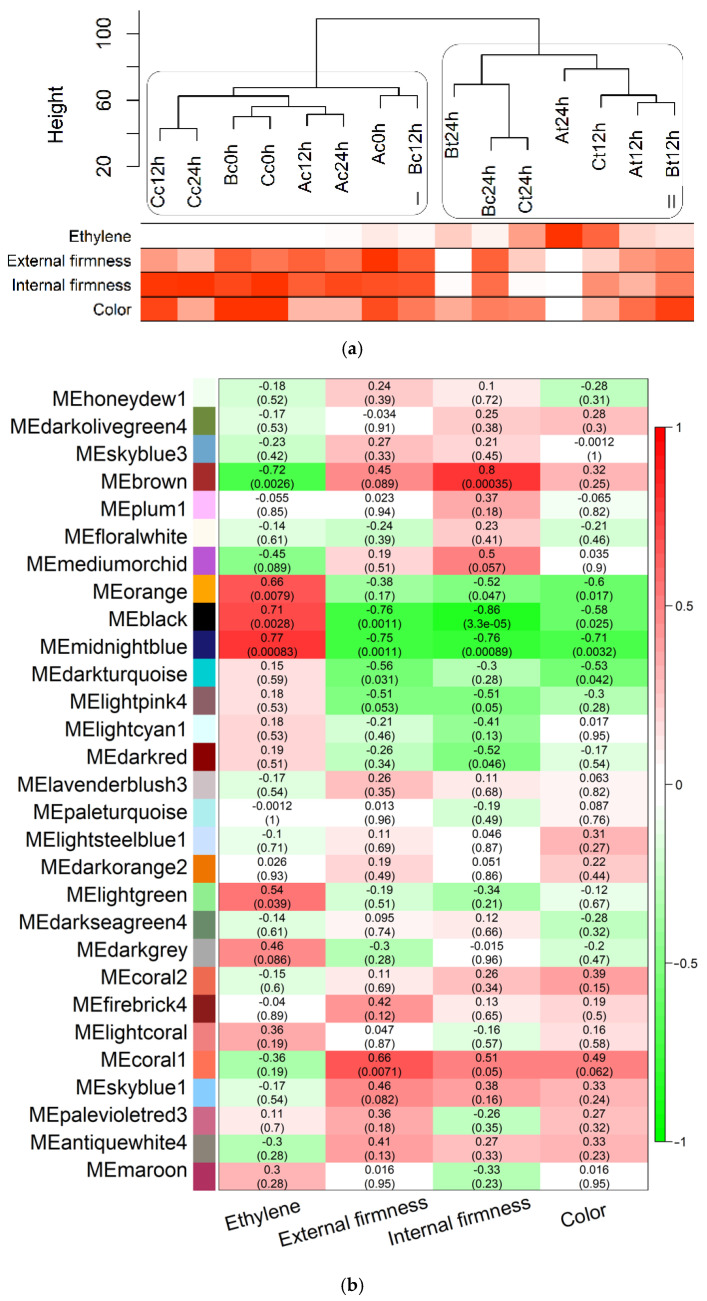
Sample dendrogram of transcriptomic data, phenotypic heatmap, and module-phenotype correlation: (**a**) Gene expression clustering of samples organized into two main clades (I—Control; II—Treated) and heatmap of the ripening parameter’s measures, in which white is low values and red is high values; (**b**) Heatmap of the correlation between modules and physiological measures. Colors on the left outside column represent the modules of genes with similar expression profile. Each cell informs the correlation level (number on top; positive correlation: red; negative correlation: green) and *p*-value (number on bottom, in parenthesis). Samples are identified as capital letters A, B, or C according to the three biological replicates, followed by lower case letters c (control) or t (treated) and the time point (0, 12 or 24 h). Other details are described in the Materials and Methods.

**Figure 4:**
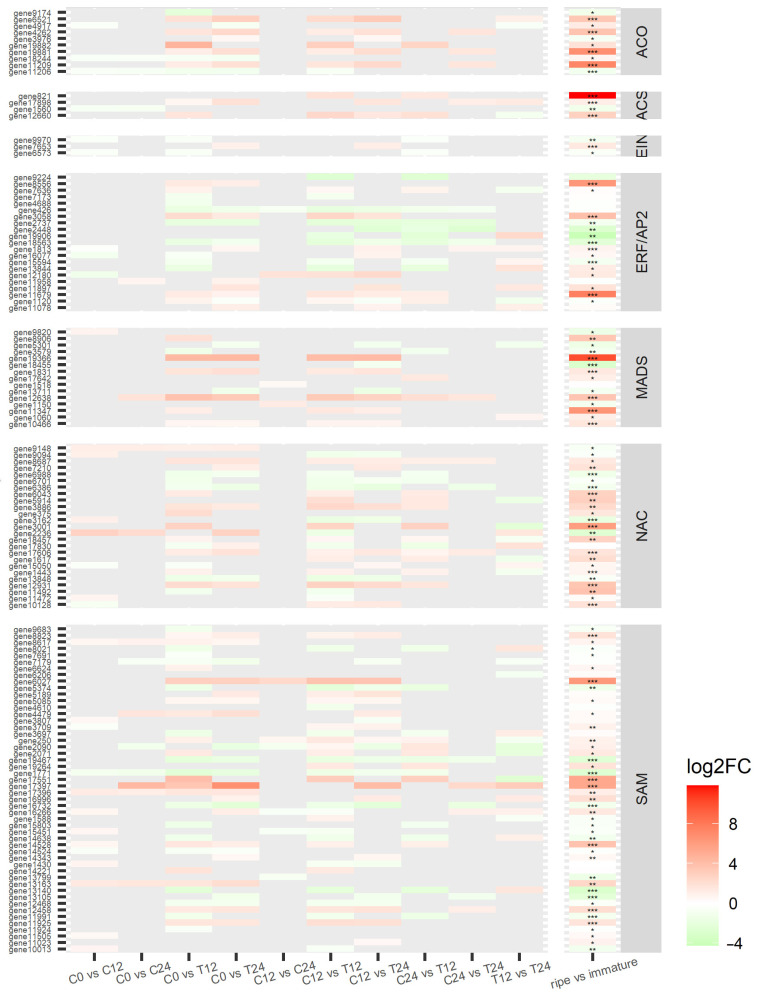
Ethylene-related genes’ expression. Colors represent the difference in expression of the latter group in relation to the first. The first set of columns is the comparisons between samples of the performed RNA-seq, and the last column refers to the differential meta-analysis. Genes are grouped by their coding enzymes: ACO, 1-aminocyclopropane-1-carboxylate oxidase; ACS, 1-aminocyclopropane-1-carboxylate synthase; EIN, ethylene-insensitive protein; ERF/AP2, ethylene-responsive transcription factor; MADS, agamous-like MADS-box protein; NAC, NAC domain-containing protein; and SAM, S-adenosyl-L-methionine-dependent methyltransferases superfamily protein. Asterisks represent *p*-adjusted values (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001); no asterisk means *p*-adj > 0.05. Samples are identified as C (control) or T (treated) followed by the time point.

**Figure 5:**
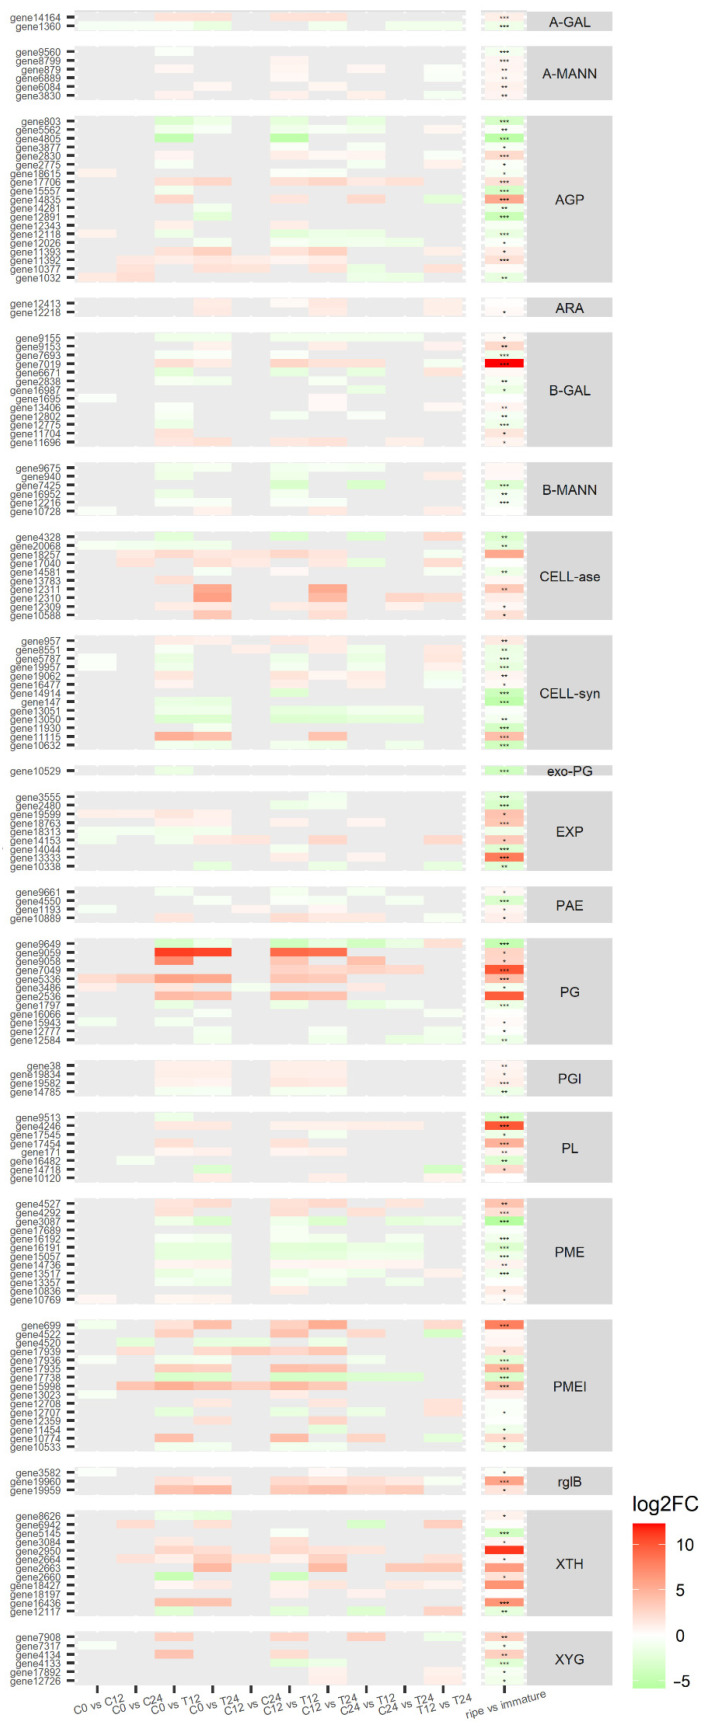
Heatmap of cell wall genes differentially expressed. Heatmaps of the expression levels of the gene coding for each enzyme related to the cell wall in both authorial transcriptomics and meta-analysis of mined datasets (last column). Colors represent the difference in expression in the latter group in relation to the first. The enzymes are represented as follows: A-GAL, alpha-galactosidase; -MANN, alpha-mannosidase; AGP, arabinogalactan; ARA, alpha-L-arabinofuranosidase; B-GAL, beta-galactosidase; B-MANN, beta-mannanase; CELL-ase, cellulase; CELL-syn, cellulose synthase; exo-PG, exo-polygalacturonase; EXP, expansin; PAE, pectin acetylesterase; PG, polygalacturonase; PL, pectate lyase; PME, pectinesterase; PMEI, pectinesterase inhibitor; rgB, rhamnogalacturonate lyase B; XTH, xyloglucan endotransglucosylase/hydrolase; and XYG, xyloglucan galactosyltransferase. Asterisks in last column represent p-adjusted values (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001); no asterisk means *p*-adj > 0.05. Samples are identified as C (control) or T (treated) followed by the time point.

**Figure 6:**
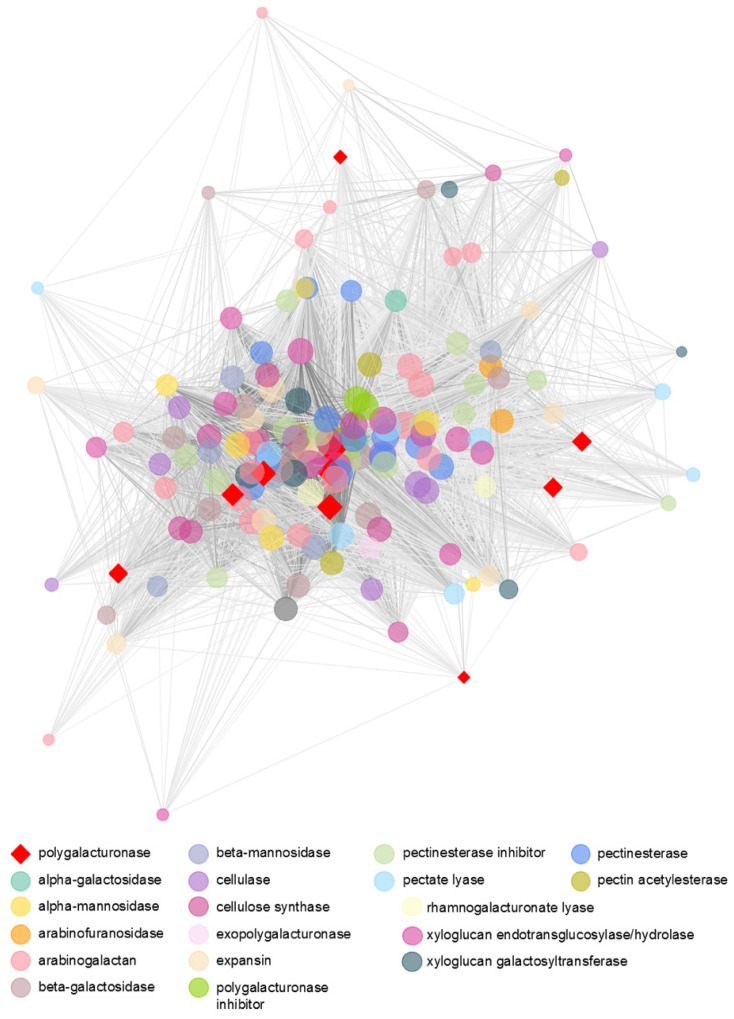
Co-expression correlation network of cell wall genes. Node sizes represent their connectivity degree. Edges vary in length and width, so the smaller and thicker an edge, the higher the correlation between the nodes.

**Figure 7:**
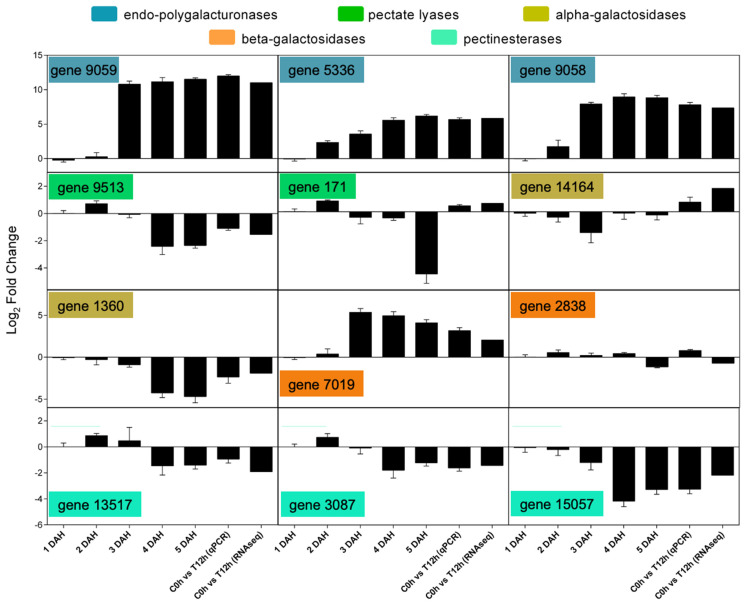
Confirmative gene expression experiment of cell-wall-related genes that were differentially expressed after ethylene-treatment of papaya fruit. The expression of differentially expressed genes between the control group (0 h) versus ethylene-treated fruit (12 h) was confirmed in the same sample (C0h X T12h) and in a ripening curve previously published with quantitative real-time PCR performed according to Prado et al. [22]. Gene ID is verified in Table S5. Samples are identified as C (control) or T (treated) followed by the time point and the day after harvested (DAH).

**Figure 8:**
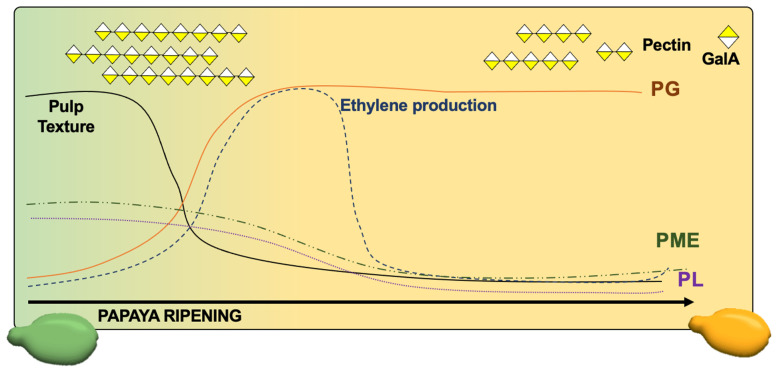
General representation of papaya fruit ripening and pulp softening. Papaya ripening is marked by a fast pulp softening due to a massive pectin mobilization driven by coordinated action of pectinases. While PMEs and PLs expressions decrease throughout ripening, PGs expression increases. GalA: galacturonic acid.

## Data Availability

The data presented in this study are openly available in GEO at reference number GSE128577. Publicly available datasets were analyzed in this study. This data can be found here: PRJNA352643, PRJNA449965, and PRJNA381300.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10092339/s1. Supplementary Material 1: Figure S1: Sampling scheme; Figure S2: Biological triplicate ripening parameters; Figure S3: GO terms distribution per category; Figure S4: PCA analysis of all samples DEGs; Figure S5: Ripening parameters of samples used to validation with qPCR; Figure S6: PCA plots of the steps for normalization of data; Figure S7: Dendrogram of meta-analysis data; Table S1: Nucleotide sequences used in qPCR; Table S2: GenBank Annotations; Table S3: Calibration curves for relative gene expression; Table S4: Differentially Expressed Genes (DEG) related to ethylene; Table S5: Differentially Expressed Genes (DEG) related to cell wall metabolism; Supplementary File 2: total DEGs between sample comparisons; Supplementary File 3: Number and PGs interactions with other cell wall genes.

How the deposited data were processed for this re-analysis (not part of the article)

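Pulp RNA was measured in 15 libraries, 3 each of C0h, C12h and C24h (control fruit) and of T12h and T24h (fruit exposed to ethylene at 100 ppm). Each library was a pool of at least 5 fruit of 1 of 3 harvests, so that pools, not single fruit, are the replicates. The authors filtered the reads with SeqyClean 1.10.09, checked them with FastQC 0.11.8, aligned them to the Papaya1.0 assembly with STAR 2.6.0a, kept uniquely aligned reads and normalized the gene counts with DESeq2 1.20.1, and the paper's text does not name the counting tool. The signal values deposited by the authors are gene counts divided by a size factor for each library, as their methods and the values themselves show, and were used as deposited.

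In each of the 15 libraries every value is a whole multiple of a fixed step, the worth of 1 read. In T12h B and T24h B the step is 0.9941 and 1.006, close to 1, and these libraries were left out of the tests on reads, because the check of units did not take their values as recovered reads. Their values were whole multiples as in the other libraries, so the choice rests on that check alone. The runs on 13 libraries held only replicates A and C of T12h and T24h. A call lost in them thus cannot be put down to the tool. Recovered reads of the other 13 libraries ranged from 7999275 in C24h B to 12542678 in C0h C. Library pairs within a group, which are separate pools of fruit, differed by more than counting error, with a chi-square per degree of freedom of 15.0 to 146.

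Groups were compared in R 4.3.3 with limma 3.58.1 on log2 values after adding 1, with a trend in the variance, over the 15270 genes with a mean of at least 5, all 5 groups in 1 fit. P-values were adjusted by the method of Benjamini and Hochberg over these genes. Genes were counted at an adjusted p of at most 0.05 and a log2 fold change above 1.5 in size, and gene lists and cell wall families at the adjusted p alone. Families between control groups and in the alternatives were counted at an unadjusted p of at most 0.05. The harvests pair the libraries across groups by label, but libraries of a harvest were not more alike than others once group means were removed, so the harvest was fitted as a block only as an alternative. The difference between the ethylene effects at 24 h and 12 h was tested as an interaction. With 200 genes changed in simulated counts drawn around the real gene means, limma called 7.46%, 83.6% and 100% of those changed by log2 1, 2 and 3 between C0h and T12h (67, 67 and 66 genes), and 6 of 15070 unchanged genes. The simulation gave every gene the same dispersion, with no outlying library and no correlation between genes. These rates therefore need not hold for the real data.

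Before the data were examined, the genes to be named were set by rule as those of the real-time PCR, the polygalacturonases, pectate lyases, pectin methylesterases and rhamnogalacturonate lyases, up to 4 genes of each other cell wall family by size of change, 5 rising and 5 falling genes per comparison, and genes labelled in Figure 4. The values of Figure 7 and Supplementary File 2 had been seen by then. Lists of product names had been planned and were not run, because the reference table gives symbols and no product names. In their place, 34 lists of gene symbols were written with the expression table at hand and before any fold change was computed, and were tested with camera of limma at a preset correlation of 0.01. Genes named from these lists were chosen after their values were seen. Symbols come from a reference table of another assembly, used for names alone. Cell wall genes could be used only where their numbers paired with a single gene of the table (69), so the families are a subset of the study's. Gene numbers, also those of Figure 4, were paired through Supplementary File 2, which lists only genes past the paper's thresholds in these libraries. The subset was thus already called differentially expressed, and shares within it do not describe whole families. The PG inhibitor and 4 of the genes measured by real-time PCR were not analysed here.

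The alternatives were TMM scaling and quantile normalization, pseudocounts of 0.5 and 5, no filter or a mean of at least 50, the harvest as a block, only the 2 groups in the fit, library quality weights, and leaving out each library and each harvest. Alternatives chosen after seeing the data were limma on the 13 libraries, the comparisons without C24h B where it is outside their groups, the symbol lists with their settings, a permutation level for the co-expression of PG genes, with and without C24h B, and edgeR 4.0.16 and DESeq2 1.42.0 on the 13 libraries in place of the 15 planned, a setting that changes the tool and the libraries together.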

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

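The test of a swap and the weighing of early ripening against an outside wrong label were chosen only after the result was seen, as was the spread that the swap test is held against.

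C24h B, a control library, lay at 0.966 between the other controls (0) and the treated libraries (1), where the other 8 controls reached 0.38 at most, a gap of 0.508 of the range against Dixon's critical value of 0.493 (chance alone passes it in about 1 in 20 groups). Low depth is argued against, since C24h A and C24h C, thinned to the reads of C24h B, lay at 0.11 at most. A swap with T24h A or T24h C is argued against, since these lay at 1.12 and 0.892, while a swapped library would lie with the controls. A swap with T24h B is not excluded. At 0.589, T24h B was above the midpoint of 0.5 by less than the SD of the other controls (0.214). T24h B was also above their highest position and sat with the treated libraries in every clustering, which speaks against a swap. The paper reports more ethylene and softer fruit for T24h of this harvest, as its label says, which bears on the fruit and does not exclude a later exchange of RNA. Ripening begun in this pool without added ethylene and a wrong label from an outside treated pool both predict the 0.966 and cannot be told apart, since no label or deposited value separates them. The paper proposes a slightly raised ethylene yield of this harvest as the reason, a measure that is not among the values used here. When C24h B was grouped with T24h A and T24h C, and T24h B with C24h A and C24h C, 610 genes passed with limma where the real groups gave 0 (2843 at an unadjusted p of at most 0.05, 100 with DESeq2 and 0 with edgeR on 13 libraries). With T24h A exchanged in place of T24h B it was 157, and without C24h B, with no exchange, 1158. This points to a structure of the samples that the group labels do not follow, but it restates the position of C24h B and is no separate evidence for a swap.

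The normalized counts of C24h B summed to 12070774, a gap of 0.66 of the range of the 9 controls against 0.493, with the same chance of about 1 in 20 groups. Treated libraries had 1.3 times the sum of the controls without C24h B, and C24h B 1.35 times that of the other controls. A few abundant genes are argued against, since the ratio was 1.29 without the 20 most abundant genes, which held 19.8% of the controls' sum and 20.3% of the treated libraries' sum. Whether the higher sums follow from ethylene, the condition that the design names, was not tested.

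Without C24h B, 8 genes differed in their ethylene effect between 24 h and 12 h with limma, and 0 with it (1938 at an unadjusted p of at most 0.05, 0 with edgeR and 11 with DESeq2 on 13 libraries, 445 with library quality weights, and 3 without T12h A). LON1, a protease of organelles, had a difference of -1.61 (SE 0.23, adjusted p = 0.025 from limma), MAP70-5, a microtubule-associated protein, of -2.36 (SE 0.31, adjusted p = 0.025 from limma) and ATHM3, a thioredoxin, of 2.97 (SE 0.38, adjusted p = 0.025 from limma), all named after their values were seen. The 8 differences ranged from -3.05 to 2.97. With all libraries, 100 of 100 splits gave at least the real 0 genes, the highest other 2, which a count of 0 makes certain, so the splits say nothing about chance, and the 8 genes were not put to the same test.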

How the results depend on the processing

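Limma on 13 libraries, edgeR and DESeq2 on 13 libraries and the comparisons without C24h B outside its group were chosen only after the data were seen. The other settings were planned.

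Library quality weights moved the control pairs most, from 0 to 28 (C0h and C12h), 176 (C0h and C24h) and 145 (C12h and C24h), and gave 1604 between C24h and T12h, 1093 between C24h and T24h, 427 between T12h and T24h and 445 for the difference of ethylene effects. A mean of at least 50, which removes genes, gave 842 (C0h and T12h), 542 (C0h and T24h), 861 (C12h and T12h), 600 (C12h and T24h), 364 (C24h and T12h) and 561 (treated and control). With only the 2 groups in the fit, C24h and T12h gave 203 and T12h and T24h 134. DESeq2 gave 25, 2 and 4 for the control pairs, 100 between C24h and T24h, 100 between T12h and T24h and 11 for the difference of effects. EdgeR gave 547 (C0h and T24h), 849 (C12h and T12h), 55 (C24h and T12h) and 0 for C12h and T24h (5173 at an unadjusted p of at most 0.05) and for T12h and T24h (1777). Limma on the same libraries gave 0 (C12h and T24h, 5181 at an unadjusted p of at most 0.05), 200 (C24h and T12h) and 1 (T12h and T24h), so the change of libraries is part of these moves. The harvest as a block changed no other call or count by more than 1.5 times beyond the named genes given in the passages.

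Leaving out 1 library or 1 harvest gave 0 to 1 between C0h and C12h, 0 to 0 between C0h and C24h and between C12h and C24h, 0 to 1713 between C0h and T12h, 0 to 936 between C0h and T24h (1131 without C24h B), 0 to 1591 between C12h and T12h, 0 to 1447 between C12h and T24h, 0 to 1527 between C24h and T12h, 0 to 1158 between C24h and T24h, 0 to 472 between T12h and T24h, 0 to 1510 for treated and control and 0 to 8 for the difference of effects, with limma throughout. Without C24h B, also where it is outside the comparison, the counts were 0 (C0h and C12h, 1522 at an unadjusted p of at most 0.05), 1539 (C0h and T12h), 1578 (C12h and T12h), 1275 (C12h and T24h), 385 (T12h and T24h) and 1251 (treated and control). A run without a harvest lost 1 library from every group, so it could detect less than a run without 1 library. A count of 0 there does not show that no gene responded. Between C0h and T12h without harvest C, 3152 genes still had an unadjusted p of at most 0.05 with limma. The low counts of the runs without harvest C, and why they differ from the others, were not tested.

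Cell wall families, at an unadjusted p of at most 0.05 with limma, had 22 genes between C24h and T24h, 0 when adjusted over all genes or over the list alone, and 39 without C24h B. Between C0h and C12h they had 0, with 1 by edgeR, 3 by DESeq2 and 1 without C24h B. Between C0h and C24h they had 7, with 0 adjusted over all genes, 2 over the list alone, 11 by DESeq2 and 5 without C24h B. Without C24h B the other counts were 53 (C0h and T12h), 45 (C0h and T24h) and 49 (C12h and T12h). The co-expression of PG genes was 0.337 in the controls without C24h B, where it no longer passed (permutation p = 0.096, a test chosen after the values were seen), and, over all libraries with group means removed, 0.378 without C24h B where the means were taken before it was left out and 0.375 where they were taken after, and 14 libraries kept to their clade in every clustering.

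Of the values of single genes, 2612 were on the same side of the threshold, 864 passed it only in the values reported, 42 passed it only in the alternative and 10 changed sign. PSY (-0.20) became 0.03 without T12h C and 0.01 without harvest C. Leaving out a library or harvest, it ranged from -0.36 to 0.03, EIN2 from -0.19 to 0.16 and EIN4 from -0.63 to 0.19. EIN2 (-0.02) became 0.12 with quality weights, 0.06 with edgeR, 0.09 with DESeq2, 0.11 with limma on 13 libraries and without T12h B, 0.16 without C0h A and 0.10 without harvest A. EIN4, C0h vs T12h (-0.18), became 0.19 without C0h A. Of 76 calls followed gene by gene between C0h and T12h, 76 were lost without harvest C and 53 without C0h C. Of 51 followed between C0h and T24h, 51 were lost without C0h C, without harvest A and without harvest C. Some calls named in the text were not among those followed. Lists of product names were planned and not run. EdgeR and DESeq2 on all 15 libraries were planned, and a trial of them was seen, but its values are not given, because the values of T12h B and T24h B were not taken as recovered reads.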

Differences from the paper's values

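In this part, limma, edgeR and DESeq2 on 13 libraries and the runs without C24h B outside its group were chosen only after the values were seen. Counts are set beside the paper's at the thresholds of Figure 2 and lie within its range where neither is more than 1.5 times the other. A fold change lies within the paper's where the paper's value is within 1 SE of it under the same setting, so that a wider SE can bring this about where the value itself does not come nearer. The other alternatives differ wherever only some are named.

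Between C0h and C12h the paper's count is 70 and the value here 0 with limma (1070 at an unadjusted p of at most 0.05, 0 with edgeR and 25 with DESeq2), and no alternative comes within the paper's, though of the 69 genes paired and tested DESeq2, chosen after seeing the values, calls 15 and drops 54, and library quality weights call 11. Between C12h and C24h the paper has 8 and limma gives 0 here (549 at an unadjusted p of at most 0.05, 0 with edgeR), and no alternative closes this, DESeq2 (4 genes) calling 4 of the paper's 8 and quality weights 5. Between C24h and T24h the paper has 3 and limma 0 (2843 at an unadjusted p of at most 0.05, 0 with edgeR), and no alternative closes this, while DESeq2 with 100 genes and quality weights with 1093 call all 3.

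Between C0h and T12h the paper's count is 752 and the value here 1350. Counts within the paper's range came with a pseudocount of 5 (1083), a mean of at least 50 (842), without C0h B (731), T12h B (978), T12h C (833) or harvest B (900), and, chosen after seeing the values, with edgeR (980) and limma on 13 libraries (1004), which drop 477 and 461 of the 734 genes of the paper that could be tested, of which 490 are called here, 649 with quality weights, 591 without C24h B and 442 with DESeq2. A pseudocount of 5 calls 304 of the 734 and drops 430, and a mean of at least 50 leaves 224 of the paper's genes to test and calls 147, so these counts come nearer while fewer of the paper's genes are called. For the runs without a library or harvest the paper's genes were not counted. Between C12h and T12h the paper's count is 675 and the value here 1379. Counts within range came with a mean of at least 50 (861), without C12h A (507), C12h C (538), T12h B (988) or T12h C (641), and, chosen after seeing the values, with edgeR (849) and limma on 13 libraries (976), which drop 479 and 438 of 657, of which 432 are called here, 586 with quality weights, 549 without C24h B and 365 with DESeq2. A mean of at least 50 leaves 141 of the paper's genes to test and calls 89.

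The log2 fold change of gene2660 between C0h and T12h is -4.53 in the paper and -3.04 here. It is -4.09 without harvest A, and -4.63 with edgeR and -4.88 with DESeq2, both chosen after seeing the values. The log2 fold change of gene4134 between C0h and T12h is 3.74 in the paper and 2.97 here. The value comes nearer and within 1 SE with a pseudocount of 0.5 (3.66), quality weights (3.34), without C0h A (3.55), T12h C (3.02) or harvest A (3.52), and with edgeR (3.50) and DESeq2 (3.73), chosen after seeing the values. It is within 1 SE only because the SE is wider, and no nearer, with the harvest as a block (2.97), without T12h A (2.95), T12h B (2.96) or harvest C (2.73), and with limma on 13 libraries (2.96), chosen after seeing the values. The log2 fold change of gene19882 between C0h and T12h is 4.58 in the paper and 3.43 here. It comes within 1 SE with a pseudocount of 0.5 (3.97), without C0h B (3.83), T12h B (3.95) or harvest B (4.36), and with limma on 13 libraries (3.95), edgeR (4.77) and DESeq2 (4.97), chosen after seeing the values.

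The log2 fold change of gene14718 from T12h to T24h is -3.60 in the paper and -2.86 here. It comes within 1 SE with a pseudocount of 0.5 (-3.36), without T12h A (-3.09), T24h B (-3.21) or harvest C (-3.05), and with edgeR (-3.84) and DESeq2 (-4.08), chosen after seeing the values. It is within 1 SE with little change in the value without T12h C (-2.95), T24h C (-2.97) or harvest B (-2.90), and with limma on 13 libraries (-2.90), chosen after seeing the values. The log2 fold change of gene12310 between C0h and T24h is 6.00 in the paper and 3.71 here, and the log2 fold change of gene12311 is 5.43 in the paper and 3.31 here. None of the alternatives set before the data were examined closes these differences. EdgeR (5.79 and 4.91) and DESeq2 (6.24 and 5.35), chosen after seeing the values, do. In C0h both genes had a mean of 0.254 normalized counts, below the 1 added before the log2. Adding 1 shrinks the limma fold change of a gene with a group near 0. The same holds for gene2660 (0.703 in T12h), gene4134 and gene19882 (0.763 and 0.916 in C0h) and gene14718 (1.06 in T24h). How much of each difference this accounts for was not tested. For gene1360, C0h vs T12h, the paper's log2 fold change is about -1.9 in Fig. 7, read by eye, and the value here -0.78, and no setting run closes it. These settings of edgeR and DESeq2 use 13 libraries.

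Directions were set against the paper's statements after tallies over each list. For protein transport, sucrose and alcohol dehydrogenase those statements rest on enrichment of GO terms, and for carotenoids partly so. The paper ran that enrichment on differentially expressed genes past a fold change cutoff. The tallies for these, over short lists of symbols, set no such cutoff, and ADH1 is not a whole GO term. They therefore do not test the paper's enrichment, and another direction here need not contradict it. The paper has genes of protein transport going down, and here 12 of 36 rose and 2 fell between C0h and T12h. It has many carotenoid genes going up in treated fruit, and here 1 of 11 rose and 4 fell between C0h and T12h, 1 rose and 1 fell between C12h and T12h, and 1 fell and none rose between C0h and T24h. At an unadjusted p of at most 0.05, 2 were higher and 4 lower, 3 higher and 4 lower, and 3 higher and 2 lower in these comparisons. Between C24h and T24h, 0 passed with limma, edgeR or DESeq2, while 5 were higher and none lower at an unadjusted p of at most 0.05, which goes the paper's way. It has sucrose metabolism going down with a few sucrose synthases up, and here 3 of 11 listed genes rose and none fell between C0h and T12h, the sucrose synthases SUS2 and SUS4 among those that rose, while 2 rose and 1 fell in T24h. It has alcohol dehydrogenase activity among the enriched pathways, and ADH1 fell here between C0h and T24h. It has XTH genes going up in both treated groups, and of 7 tested 1 was higher and 2 lower at 12 h at an unadjusted p of at most 0.05, the paper's threshold for cell wall genes, while 3 were higher and none lower at 24 h. Of the paper's markers, gene5336 (5.17) and gene7019 (2.26) rose here too, as did AGL14 and STK, and most called pectin methylesterases fell.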

Other observations

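The lists of gene symbols and their settings were added after the data were seen, and the genes given below were named after their values were seen, while the counts of other splits of the libraries were planned.

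Of 8 jasmonate genes listed, 4 rose and 1 fell between C0h and T12h. JAZ10, a repressor of the response, rose (log2 fold change 2.61, SE 0.52, adjusted p = 0.00662 from limma). COI1, the receptor, rose (log2 fold change 0.54, SE 0.15, adjusted p = 0.0249 from limma). OPR3 of jasmonate synthesis rose (log2 fold change 1.02, SE 0.35, adjusted p = 0.0463 from limma), and JAR1, which joins jasmonate to isoleucine, rose (log2 fold change 2.12, SE 0.58, adjusted p = 0.0206 from limma). NINJA, an adaptor of repressors, fell (log2 fold change -0.85, SE 0.29, adjusted p = 0.0465 from limma). Adjusted over the list alone, 5 passed, and the list had an adjusted p of 0.155 in the camera test of limma. Adjusted p rose above 0.05 without harvest C for all of them (0.162 to 0.291), without C0h B, without C0h C or without T12h B for COI1, OPR3, JAR1 and NINJA (0.0511 to 0.16), without T12h C for COI1, OPR3 and NINJA (0.0785 to 0.142), without harvest A for OPR3, JAR1 and NINJA (0.0566 to 0.171), without harvest B for COI1 and OPR3 (0.141 to 0.178), without C0h A for OPR3 and NINJA (0.0557 to 0.0594), without T12h A for JAR1 and NINJA (0.0663 to 0.102), as adjusted p from limma. With other choices, calls ended with edgeR on 13 libraries or with limma on 13 libraries for COI1, OPR3 and NINJA (0.0684 to 0.127), with quantile normalization for COI1 and OPR3 (0.0964 to 0.106), without a filter on low values for OPR3 and NINJA (0.053 to 0.0537), with TMM scaling or with DESeq2 on 13 libraries for OPR3 (0.0507 to 0.0949), with the harvest as a block for NINJA (0.056), and adjusted p over all alternatives was 0.00014 to 0.291 with limma, edgeR or DESeq2.

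Of 12 genes listed as markers of peel epidermis, 4 rose in T12h against C0h. KCS10, of wax and cutin synthesis, rose (log2 fold change 2.97, SE 1.02, adjusted p = 0.0492 from limma), and LACS2, of cutin synthesis, rose (log2 fold change 1.93, SE 0.55, adjusted p = 0.0242 from limma). ABCG11, a transporter of cuticle lipids, rose (log2 fold change 3.67, SE 0.96, adjusted p = 0.0176 from limma). LTPG1, a lipid transfer protein, rose (log2 fold change 1.05, SE 0.28, adjusted p = 0.0186 from limma). Adjusted over the list alone, 4 passed, and the list had an adjusted p of 0.155 in the camera test of limma. In T24h LTPG1 and LACS2 were higher than in C0h and none was lower, with an adjusted p of 0.319 for the list, where genes of plastid fatty acid synthesis rose too (8 of 11). The pulp came from peeled fruit. Whether any share of peel left in the pulp differed between the groups was not tested, so it stays open for both lists. The alternatives below are for the T12h calls. Some calls did not hold without C0h B, without C0h C, without T12h C or without harvest C for all of them (0.0501 to 0.304), without harvest A for KCS10, ABCG11 and LTPG1 (0.056 to 0.145), without T12h B for KCS10 and LACS2 (0.0509 to 0.077), without harvest B for LACS2 (0.0727), without T12h A for KCS10 (0.116), as adjusted p from limma. More calls were lost with limma on 13 libraries for KCS10, LACS2 and ABCG11 (0.0523 to 0.088), with edgeR on 13 libraries for KCS10 and LACS2 (0.0581 to 0.0602), with a pseudocount of 0.5, without a filter on low values or with the harvest as a block for KCS10 (0.053 to 0.0646), and adjusted p over all alternatives was 0.000379 to 0.304 with limma, edgeR or DESeq2.

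Of 20 starch genes listed, 5 fell and none rose between C0h and T24h, while 5 rose and none fell between C12h and T12h, and 2 rose and 2 fell between C0h and T12h, so the list had no common direction after ethylene. The starch synthases GBSS1 (log2 fold change -1.03, SE 0.28, adjusted p = 0.0274 from limma), SS2 (log2 fold change -1.64, SE 0.34, adjusted p = 0.0134 from limma) and SS3 (log2 fold change -0.77, SE 0.21, adjusted p = 0.0299 from limma) fell. So did the debranching enzyme ISA1 (log2 fold change -1.93, SE 0.31, adjusted p = 0.0105 from limma) and DPE1, a glucanotransferase, (log2 fold change -0.99, SE 0.24, adjusted p = 0.0204 from limma). Adjusted over the list alone, 5 passed, and the list had an adjusted p of 0.296 in the camera test of limma. Calls were lost without C0h C, without harvest A or without harvest C for all of them (0.0585 to 0.184), without T24h A for GBSS1, SS2, SS3 and DPE1 (0.0585 to 0.103), without C0h B for GBSS1, SS3 and DPE1 (0.0716 to 0.103), without T24h C for GBSS1 and SS3 (0.0701 to 0.0715), without harvest B for SS3 and DPE1 (0.0753 to 0.0783), without C0h A or without T24h B for SS3 (0.0503 to 0.0576), as adjusted p from limma. Among the other settings, losses came with edgeR on 13 libraries or with limma on 13 libraries for SS3 and DPE1 (0.0629 to 0.0644), and adjusted p over all alternatives was 0.000457 to 0.184 with limma, edgeR or DESeq2.

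Over 34 lists and 4 comparisons, 6 of 136 camera tests of limma passed, 10 without C24h B, and 0 with an estimated correlation, where the lowest adjusted p was 0.707 with limma. Among those added without C24h B were chlorophyll breakdown between C24h and T24h (adjusted p = 0.032 with limma, against 0.155) and senescence in the same comparison (0.032, against 0.0667).

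For comparisons of 3 libraries with 3, the 10 splits are too few for a share under 0.05. Between C0h and T12h the real value was 1350 and the highest other 1 (1 split as large, the real one), between C0h and T24h 845 and 0, between C12h and T12h 1379 and 0, between C12h and T24h 974 and 0, between C24h and T12h 567 and 0. Between T12h and T24h it was 264 and 0. Between C24h and T24h it was 0 and 610, and for the control pairs 0 and 0, so that all 10 splits were as large, as a real count of 0 makes certain. For the treated against the control libraries 1 of 100 splits, the real one, reached 980, and the highest other was 13. Such a count is thus unlikely from an arbitrary split, though this check alone does not exclude chance. The count fell to 0 without harvest C.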
